# T cell–intrinsic VISTA expression promotes resistance to CTLA-4 blockade by restricting CD8^+^ T cell responses

**DOI:** 10.1172/JCI195668

**Published:** 2026-03-16

**Authors:** Cassandra Gilmour, Elizabeth DeLaney, Prerana B. Parthasarathy, Dia Roy, Hieu M. Ta, Amin Zakeri, Paolo Elguera Grandez, Sachin Patnaik, Keman Zhang, Ivan Juric, Rahul Rangan, Zahraa Al-Hilli, Anthony Tufaro, Booki Min, Samuel E. Weinberg, Timothy A. Chan, Natalie L. Silver, Stefanie Avril, Tyler Alban, Li Lily Wang

**Keywords:** Immunology, Oncology, Adaptive immunity, Cancer immunotherapy, Cellular immune response

## Abstract

V-domain immunoglobulin suppressor of T cell activation (VISTA) is an immune checkpoint protein that impairs antitumor T cell responses. While broadly expressed on myeloid cells and T cells, the specific contribution of T cell–intrinsic VISTA to antitumor immunity remains undefined. This study investigated the phenotypic and functional consequences of T cell–specific VISTA deletion in tumor-specific CD8^+^ T cells. Single-cell transcriptomic analysis, TCR repertoire profiling, and flow cytometry revealed that loss of T cell–intrinsic VISTA enhanced early priming and short-term expansion of CD8^+^ T cells, yet this initial advantage failed to confer durable tumor control. Persistent dysfunction in VISTA-deficient T cells was in part driven by *trans*-VISTA on myeloid cells, while CTLA-4 upregulation further constrained T cell responses. T cell–intrinsic VISTA deficiency cooperated with CTLA-4 blockade to improve T cell survival and broaden TCR repertoire diversity, resulting in more robust tumor regression than CTLA-4 inhibition alone. A transcriptional signature enriched in VISTA-deficient cytotoxic T cells correlated with favorable outcomes in cancer patients treated with existing immune checkpoint inhibitors. These findings collectively define T cell–intrinsic mechanisms by which VISTA enforces T cell dysfunction and underscore its potential as both a therapeutic target and a biomarker of resistance to current immunotherapies.

## Abstract 2

This study reveals the role of T cell-intrinsic VISTA in modulating the responses of CD8+ cytotoxic T cells and promotes resistance to CTLA-4 targeted therapy.

## Introduction

Immune checkpoint ligands and receptors, such as CTLA-4, PD-L1, and PD-1, represent a class of effective targets for cancer immunotherapy. Therapies using immune checkpoint inhibitors (ICIs) have improved survival in many late-stage cancer types (1–3). While the results are promising, the overall response rate to existing ICI therapies remains suboptimal due to various resistance mechanisms. One strategy to improve the therapeutic responses is to target alternative nonredundant immune checkpoint targets. V-domain immunoglobulin suppressor of T cell activation (VISTA), also known as Gi24, Dies-1, PD-1H, and DD1α, is an inhibitory B7 family immune checkpoint protein that suppresses antitumor immunity (4–6). VISTA is widely expressed on myeloid cells and T cells, where it plays multifaceted roles in modulating both myeloid cell– and T cell–mediated antitumor responses (4, 5, 7–15). Blocking VISTA, either by genetic deletion or using monoclonal antibodies, enhanced antitumor immunity in multiple preclinical tumor models (4, 12–15).

Among tumor-associated myeloid cells, VISTA is highly expressed on DCs, macrophages, and myeloid-derived suppressor cells (MDSCs). VISTA suppresses myeloid cell activation and polarization by inhibiting TLR signaling and reducing the production of cytokines and chemokines necessary for T cell recruitment (14). During tumor-driven myelopoiesis, VISTA expression on monocytic progenitors promotes their differentiation into MDSCs through enhancing STAT3 signaling (15). The T cell–suppressive function of VISTA is mediated through interactions with coinhibitory receptors (7, 16). LRIG1 is a newly identified coinhibitory receptor that binds to VISTA under both neutral pH and acidic pH conditions (16). This interaction dampens TCR signaling, limits T cell expansion and survival, and promotes T cell quiescence (16). In addition to LRIG1, PSGL-1 also engages VISTA specifically under acidic pH conditions (7). VISTA-specific antibodies with selective binding at acidic pH were found to accumulate within tumor tissues and inhibit tumor growth (7, 17).

Before the identification of LRIG1 and PSGL-1 as VISTA-interacting inhibitory receptors, VISTA was shown to be expressed on CD4^+^ T cells, where it intrinsically regulates their activation under neutral pH conditions (8) and helps to maintain the quiescence of naive CD4^+^ T cells (18). In contrast, the intrinsic role of VISTA in regulating CD8^+^ T cell responses has not been delineated. Our prior work demonstrated that VISTA expressed on T cells is functionally inert in the absence of LRIG1, whereas its *cis*-interaction with LRIG1 intrinsically suppresses TCR signaling (16). Based on this finding, we hypothesized that T cell–intrinsic VISTA may constrain the responses of antitumor CD8^+^ cytotoxic T cells (CTLs). To test this, we investigated antitumor immune responses in mice with T cell–specific VISTA deficiency. Our results indicate that although targeting T cell–intrinsic VISTA improved early T cell survival and accumulation, these effects were transient and insufficient to sustain a robust antitumor T cell response. T cell dysfunction was driven in part by *trans*-VISTA on myeloid cells and by CTLA-4 on CD8^+^ T cells. Combining T cell–intrinsic VISTA deficiency with CTLA-4 blockade overcame T cell dysfunction and promoted tumor regression. Mechanistic analyses elucidated the cooperative roles of T cell–intrinsic VISTA and CTLA-4 in regulating the survival, effector function, and TCR repertoire of tumor-specific CD8^+^ T cells. These findings support the future development of strategies to monitor and target T cell–intrinsic VISTA, which may help overcome therapeutic resistance to CTLA-4–directed therapies.

## Results

### VISTA expression was detected on murine and human CD8^+^ TILs.

We first analyzed the expression of VISTA on tumor-infiltrating lymphocytes (TILs) in murine tumor models and human tumor tissues. Murine tumor models such as B16bl6 melanoma, E0771 breast cancer, MC38 colon carcinoma, and Lewis lung carcinoma (LLC) tumors showed abundant VISTA expression on CD8^+^ TILs (Figure 1A). Expression of PD-1, 4-1BB, or CD103 may mark tumor-specific subsets within polyclonal CD8^+^ TIL populations (19–21). We observed that VISTA was coexpressed with these markers, as well as TIM3, on subsets of CTLs (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI195668DS1). While VISTA expression on total PD-1^+^ CTLs remained stable, its expression on the PD1^+^CD103^+^ subset increased as tumors progressed (Figure 1B). VISTA expression was also detected on CD8^+^ TILs from human tumor tissues, including melanoma, head and neck cancer, endometrial cancer, and triple-negative breast cancer (Figure 1C). These results collectively indicate that VISTA is highly expressed on CD8^+^ TILs in solid tumor tissues and may modulate the functional responses of tumor-specific T cells.

### Deletion of T cell–intrinsic VISTA augmented the early responses of tumor-specific T cells.

The inhibitory effects of VISTA on proximal TCR signaling have been attributed to its *cis*-interaction with LRIG1, a coinhibitory receptor (16). However, the impact of T cell–intrinsic VISTA on antitumor T cell responses remains unclear. To address this question, we generated VISTA-KO OT1 CD8^+^ TCR transgenic mice on a CD45.2 background (*Vsir^–/–^* OT1.CD45.2) and WT OT1 mice expressing the Thy1.1 congenic marker. To interrogate the behavior of OT1 T cells in response to tumor growth, we adoptively transferred *Vsir^–/–^* OT1.CD45.2 OT1 T cells together with WT.Thy1.1.OT1 T cells at a 1:1 ratio (5,000 each) into CD45.1 congenic hosts bearing established B16.OVA tumors (Figure 2A). This cotransfer approach permits WT and *Vsir^–/–^* OT1 T cells to coexist within the same tumor microenvironment (TME) while exhibiting distinct responses to the tumor, eliminating biases due to tumor size or structure. On day 6 after transfer, *Vsir^–/–^* OT1 T cells had accumulated to higher numbers than WT cells in the tumor tissues (Figure 2B). On day 11 after transfer, VISTA-KO OT1 T cells persisted in higher abundance than WT cells, although both populations declined (Figure 2B). *Vsir^–/–^* OT1 T cells exhibited enhanced proliferation, as indicated by increased BrdU incorporation (Figure 2C) and reduced cell death (Figure 2D). In addition to tumor tissues, *Vsir^–/–^* OT1 T cells also showed superior survival and accumulation in the tumor-draining lymph node (Supplemental Figure 2), indicating that the accumulation of *Vsir^–/–^* T cells within the tumor tissue was not due to elevated recruitment or retention. To investigate how VISTA regulates T cell survival, we analyzed apoptotic signaling in ex vivo activated T cells. Compared with WT T cells, *Vsir^–/–^* T cells displayed reduced expression of FAS and activated caspase-8, lower mitochondrial reactive oxygen species (ROS) levels (Figure 2, E–G, and gating strategies in Supplemental Figure 3), and increased Bcl-xL expression (Figure 2H). These changes were associated with decreased proportions of early apoptotic cells (annexin V^+^ 7AAD^–^) (Figure 2I). Moreover, we confirmed that *Vsir^–/–^* tumor-specific OT1 T cells exhibited reduced expression of FAS, diminished caspase-8 activation, and lower mitochondrial ROS levels within tumor tissues (Figure 2, J–L). These results suggest that VISTA promotes apoptosis in tumor-specific T cells.

To assess whether T cell–intrinsic VISTA regulates early antitumor T cell responses, WT and *Vsir^–/–^* OT1 cells were cotransferred into naive hosts 24 hours before tumor inoculation. By day 12 after transfer, VISTA-deficient OT1 cells showed greater accumulation in both the tumor-draining lymph node and tumor tissues compared with WT cells (Supplemental Figure 4, A and B). These results indicate that blocking T cell–intrinsic VISTA augments the initial response of tumor-specific CD8^+^ T cells by promoting their expansion and survival.

### T cell–intrinsic VISTA deficiency alone was insufficient to control tumor progression, owing to immunosuppression mediated by myeloid cell–derived VISTA.

To investigate how T cell–intrinsic VISTA controls tumor growth, we generated T cell–specific VISTA conditional KO mice by breeding *Vsir ^fl/fl^* mice to CD4^cre^ mice on the C57BL/6 background (15, 22). We have previously shown that the B16bl6 melanoma grew at similar rates in VISTA global KO mice and their WT littermates, likely due to the nonimmunogenic nature of this tumor model (11). Treatment with a peptide vaccine composed of TRP2-derived peptides together with TLR7/8/9 agonists CpG and R848 as adjuvants induced tumor regression in VISTA global KO mice (11). To assess the contribution of T cell–intrinsic VISTA to vaccine-induced antitumor immunity, T cell–specific VISTA conditional KO mice (*Vsir^fl/fl^* *CD4*^cre^) and WT (*Vsir^fl/fl^*) littermates bearing 3-day established B16l6 tumors were treated with the TRP2 peptide vaccine and monitored for tumor growth. Unexpectedly, vaccination did not affect tumor progression in T cell–intrinsic VISTA-KO mice (Figure 3A).

This finding contrasts with the robust tumor control seen in global VISTA-KO mice (11) and suggests the involvement of additional immunosuppressive mechanisms. Recent studies have shown that tumor-associated MDSCs, DCs, or macrophages express high levels of VISTA (14, 15). VISTA-deficient T cells remain sensitive to *trans*-VISTA–mediated suppression through LRIG1-dependent inhibitory signaling (Supplemental Figure 5) (16). We hypothesized that *trans*-VISTA expressed on tumor-associated myeloid cells promotes dysfunction of VISTA-deficient T cells. To evaluate the role of myeloid-derived VISTA, we examined the growth of B16bl6 tumors in myeloid-specific VISTA-KO mice (*Vsir ^fl/fl^* Cx3CR1^cre/+^). VISTA deficiency in myeloid cells inhibited tumor growth following peptide vaccination (Figure 3B). To determine the mechanisms of tumor control, we compared the phenotypes of CD8^+^ TILs in mice with T cell–intrinsic versus myeloid-specific VISTA deletion. We observed that tumor control in myeloid-specific VISTA-KO mice was associated with increased accumulation of CD8^+^ TILs (Figure 3C). While TCF1 expression and the frequency of TCF1^+^TIM3^–^CD8^+^ TILs remained unchanged (Figure 3D), CD8^+^ TILs within the myeloid-specific VISTA-deficient TME (*Vsir^fl/fl^ Cx3cr1^Cre^*) exhibited reduced frequencies of quiescent (TCF1^+^CD62L^+^PD-1^–^) (Figure 3E) and exhausted (TCF1^–^TIM3^+^) phenotypic subsets (Figure 3F), accompanied by increased granzyme B expression (Figure 3G). In contrast, deletion of T cell–intrinsic VISTA did not significantly reduce the quiescent subset or increase granzyme B expression, although it did reduce TIM3 expression (Figure 3, E–G). Anti-VISTA antibody treatment suppressed tumor growth in T cell–intrinsic VISTA-KO mice as effectively as global VISTA blockade in WT mice (Figure 3H). Taken together, these results indicate that VISTA-deficient T cells remain susceptible to myeloid-derived *trans*-VISTA, which plays a dominant role in enforcing T cell quiescence and limiting their cytotoxic function.

### CTLA-4 blockade synergized with T cell–intrinsic VISTA deficiency enhanced antitumor T cell responses.

Given the unrestrained tumor progression seen in T cell–intrinsic VISTA-KO mice, we hypothesized that additional immune checkpoint receptors may contribute to the dysfunction of VISTA-deficient T cells. An earlier study showed that VISTA-blocking antibodies synergized with CTLA-4 inhibitors to control tumor growth in a preclinical model of squamous cell carcinoma (23). We found that *Vsir^–/–^* CTLs expressed higher levels of CTLA-4 than WT CD8^+^ T cells, both in vitro (Supplemental Figure 6) and in vivo (Figure 4A). Moreover, treatment with CTLA-4 blocking antibody synergized with VISTA deficiency to optimally expand T cells (Figure 4B). These results prompted us to evaluate the effects of CTLA-4 blockade in WT and *Vsir^fl/fl^* CD4^cre^ mice bearing B16 melanoma. Treatment with a peptide vaccine combined with anti–CTLA-4 antibodies effectively inhibited tumor progression in *Vsir ^fl/fl^* CD4^cre^ mice, but not in WT controls (Figure 4C). A substantial portion of VISTA-KO mice achieved tumor-free survival for at least 60 days, whereas all WT mice succumbed to tumor burden (Figure 4D). To assess polyclonal T cells in tumor-free mice, we analyzed CD8^+^ T cell phenotypes across spleen, lymph nodes, liver, BM, and blood at day 60 after tumor regression. T cell abundance and activation status, as defined by CD44 and CD62L expression, were comparable between tumor-free mice and naive controls (Supplemental Figure 7, A–C), indicating normal baseline T cell homeostasis after tumor clearance. TRP2-specific CD8^+^ T cells, identified using a TRP2-specific dextramer, were more enriched in the BM and liver of tumor-free mice (Supplemental Figure 7D). To assess their effector function, we stimulated T cells ex vivo with TRP2 peptides. Compared with naive controls, BM CD8^+^ T cells from tumor-free VISTA-KO mice showed increased expression of CD107a and TNF-α (Supplemental Figure 7, E and F), consistent with the generation of TRP2-specific memory CD8^+^ T cells following tumor clearance.

To evaluate the protective capacity of memory responses, tumor-free mice were rechallenged with tumors on day 60 after the initial treatment. Naive WT mice and *Vsir ^fl/fl^* CD4^cre^ mice were analyzed as parallel controls. A significant fraction of tumor-free VISTA-KO survivor mice was resistant to tumor rechallenge (Figure 4E), indicating protection mediated by tumor-specific memory T cell responses. Similar results were seen in the MC38 colon cancer model, where combined CTLA-4 blockade and peptide vaccination led to tumor-free survival in T cell–intrinsic VISTA-KO mice, which also resisted tumor rechallenge (Supplemental Figure 8).

To understand the mechanisms of tumor control in T cell–intrinsic VISTA-KO mice, we investigated the abundance, phenotypes, and effector function of CD8^+^ TILs by flow cytometry. Higher numbers of total CD45^+^ tumor-infiltrating immune cells were seen in VISTA-deficient mice (Figure 4F). Using TRP2-specific dextramer, we detected a higher abundance of tumor-specific *Vsir^–/–^* CD8^+^ TILs than WT cells (Figure 4G). Furthermore, *Vsir^–/–^* CD8^+^ TILs exhibited reduced death (Figure 4H) and a decreased proportion of quiescent T cells (TCF1^+^CD62L^+^PD-1^–^) (Figure 4I). TIM3^+^ *Vsir^–/–^* CD8^+^ TILs were more proliferative than WT counterparts, as indicated by increased BrdU incorporation (Figure 4J). *Vsir^–/–^* CD8^+^ TILs exhibited enhanced effector activity, with elevated expression of granzyme B (Figure 4K) and effector cytokines IFN-γ and TNF-α (Figure 4L). Taken together, these results indicate that in conjunction with CTLA-4 blockade, loss of T cell–intrinsic VISTA enhanced the proliferation, survival, and effector function of tumor-specific CD8^+^ T cells.

We next explored the mechanisms by which T cell–intrinsic VISTA regulates the survival and function of tumor-specific T cells in the context of CTLA-4 blockade. We hypothesized that the augmented proliferative capacity and effector function of *Vsir^–/–^* CD8^+^ T cells may result from metabolic adaptations, as previous studies have implicated dysfunctional mitochondria as early drivers of T cell dysfunction (24, 25). We examined mitochondrial status in polyclonal CD8^+^ TILs using the mitochondria-specific dyes MitoTracker Green FM (MG) and MitoStain Deep Red (MDR) that detect mitochondrial mass and membrane polarization, respectively (26–28). Our results revealed that VISTA-deficient CD8^+^ TILs contained a reduced proportion of MG^hi^MDR^lo^ cells carrying depolarized mitochondria (Figure 4M). To confirm this observation in tumor-specific CD8^+^ T cells, we analyzed mitochondria in WT versus *Vsir^–/–^* OT1 T cells cotransferred into B16.OVA tumor-bearing mice and observed similar results (Figure 4N). To investigate the role of T cell–intrinsic VISTA in modulating mitochondrial bioenergetics, we performed a Seahorse XF Mito stress test to assess the oxidative consumption rate (OCR) of in vitro–cultured OT1 T cells. Forty-eight hours after anti-CD3/CD28 stimulation, *Vsir^–/–^* T cells exhibited a modest increase in basal respiration and a significantly enhanced spare reserve capacity (SRC) (Supplemental Figure 9A). Since repeated TCR stimulation drives T cell dysfunction (24), we examined mitochondrial respiration after a second round of TCR stimulation. *Vsir^–/–^* T cells maintained superior mitochondrial SRC compared with WT T cells (Supplemental Figure 9B). These findings corroborate with elevated mitochondrial membrane potential in *Vsir^–/–^* CD8^+^ TILs and indicate that T cell–intrinsic VISTA acts to impair mitochondrial bioenergetics and metabolic fitness of CD8^+^ T cells.

### Single-cell profiling revealed that T cell–intrinsic VISTA deficiency expanded the effector memory subset and increased the TCR diversity in CD8^+^ TILs.

Previous studies have determined that tumor-associated lymphocytes are heterogeneous and that ICI therapies elicit measurable alterations in T cell repertoire, differentiation, and functional states (29–34). 

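The single-cell data come from B16 melanoma, a transplantable mouse tumor line, grown in mice whose Vsir gene, which encodes VISTA, is flanked by loxP sites. In the VISTA-KO mice, CD4-Cre deletes the gene in T cells, because the Cd4 promoter is active while T cells develop in the thymus. WT littermates carry the floxed gene without Cre. Mice received a peptide vaccine on day 3 and antibody against CTLA-4 (100 µg) on days 4 and 8 after tumor inoculation. The legend of Figure 5 places the isolation of TILs on day 18 after treatment. The methods give 5 to 6 mice pooled per genotype, and the legend of Figure 5 gives 6 to 8 tumors. Each genotype is therefore 1 pooled sample and 1 library, the spread between mice is not known, and no difference between the genotypes was tested. CD4+ and CD8+ cells were enriched and sorted together, so that both libraries also hold CD4+ T cells, regulatory T cells and other cells. The methods name a 5′ kit that also reads T cell receptors, whereas the sample labels describe a 3′ kit with feature barcodes. The tables hold gene expression features only. The authors aligned the reads with Cell Ranger and deposited raw UMI counts, the number of distinct RNA molecules per gene and cell barcode, without normalization. The tables list 32285 genes, with 10337 barcodes and 72098984 UMIs in the WT library and 10085 barcodes and 59916814 UMIs in the VISTA-KO library. Median UMIs per barcode were 4684 and 4623, respectively, and the median share of mitochondrial UMIs was 0.877% and 0.894%. The stated filters of at least 600 detected genes and less than 30% mitochondrial UMIs left 10224 WT and 9946 VISTA-KO cells. Fewer than 600 genes were detected in 113 WT and 139 VISTA-KO barcodes, and 1 barcode of each library reached 30% mitochondrial UMIs. For every group of cells, UMIs were summed per library and expressed as CPM, the count scaled to the same total of UMIs in every group. Intervals given with CPM values and their ratios are exact 95% Poisson intervals, and those given with shares of cells are exact 95% binomial (Clopper-Pearson) intervals. All of them cover counting error only.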

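Vsir (ENSMUSG00000020101) lies on chromosome 10 of GRCm38 from 60346851 to 60430294. In CD8-like cells its level was 108 CPM (104 to 111) in the WT library and 111 CPM (107 to 115) in the VISTA-KO library, a ratio of 1.03 (0.982 to 1.08). In cells other than T cells it was 78.7 CPM in WT and 59.8 CPM in VISTA-KO, a ratio of 0.760 (0.632 to 0.912). CD4-like cells gave a ratio of 0.938 (0.862 to 1.02). When CD8+ cells were instead taken by their own Cd8a and Cd8b1 UMIs, the ratio was 0.990. Over 10 alternatives for CD8-like cells the log2 ratio lay between -0.017 and 0.12. The reads start at the 5′ end of the transcript and may lie outside the deleted exons, so that these levels check neither the deletion nor the labels of the libraries.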

To understand the heterogeneity of CD8^+^ T cells, we isolated WT and *Vsir^–/–^* CD8^+^ TILs and performed single-cell transcriptomic profiling coupled with single-cell TCR repertoire analysis. 

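All cells that passed the filters were clustered together (Seurat, 2000 variable genes without T cell receptor genes, 30 principal components, RPCA integration of the libraries). This gave 15 clusters, of which 7 that mixed cell types were split again, for 38 in all. Clusters were named from markers fixed in advance. CD8-like cells were those of 12 clusters whose leading genes and shares of cells with Cd8a, Cd8b1 and Cd4 UMIs set them apart, 4848 cells in WT and 3929 in VISTA-KO. They made up 47.4% (46.4 to 48.4) of WT cells and 39.5% (38.5 to 40.5) of VISTA-KO cells, with 34078014 and 26549868 UMIs and medians of 4892 and 5331 UMIs per cell. CD4-like cells numbered 1846 in WT and 2629 in VISTA-KO, and regulatory T-like cells 1992 and 1721. The split and the thresholds on Cd8a, Cd8b1 and Cd4 were set after the data were seen. The clusters with many Cd8a and Cd8b1 UMIs that they left unnamed were a dividing cluster led by E2f1 (1.12% of WT and 1.76% of VISTA-KO cells), a cluster led by Xcl1 and Ccl1 (0.606% and 0.915%), one led by C1qb (1.03% and 0.875%), a small one led by C1qc (0.0880% and 0.0101%), and 2 led by Klra7 (1.61% and 1.07%, 0.763% and 0.865%). Also unnamed were a cluster of low depth led by Itga4 (1.86% and 1.57%) and one led by Mki67 and Bend4 (0.372% and 0.412%). The alternative that moved the share of CD8+ cells most took every cell with a Cd8a or Cd8b1 UMI and no Cd4 UMI, which gave 5549 WT cells (54.3%) and 4350 VISTA-KO cells (43.7%). Of these, 236 WT and 128 VISTA-KO cells lay in regulatory T-like clusters.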

After quality control, we identified 5,861 WT and 4,555 *Vsir^–/–^* CD8^+^ TILs. 

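The CD8-like cells of both libraries were integrated and clustered again, at the lowest resolution that gave at least 10 clusters (0.6). They are called re-derived clusters 0 to 9 here, from the largest to the smallest. Median UMIs per cell differed between them, from 3533.5 in WT and 3367.5 in VISTA-KO in re-derived cluster 6 to 18698 and 15272 in re-derived cluster 3. The clustering rests on the same genes that describe the clusters, so that marker levels by cluster describe these groups of cells and test nothing.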

Unsupervised clustering gave rise to 10 distinct clusters (Figure 5A). Cluster identities were defined based on markers associated with T cell activation and functional states (35) (Figure 5B and Supplemental Figure 10). 

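By the fixed markers among their 10 leading genes, re-derived cluster 2 was led by Il7r, Tcf7 and Klf2, and re-derived cluster 5 by Ccr7, Lef1 and Il7r. Re-derived cluster 3 was led by genes of dividing cells and re-derived cluster 7 by interferon-stimulated genes. Re-derived cluster 8 had only 2 fixed markers of dividing cells among its leading genes, and is called dividing here because the others include Ccnb2, Cenpa and Cdc20. The remaining clusters had at most 1 fixed marker of any kind among their leading genes and are referred to by number only. Of these, re-derived cluster 0 was led by Ccr2, Itgax, Ifitm1 and Cxcr3, re-derived cluster 1 by Hspa1a, Osgin1 and Adgrg1, and re-derived cluster 4 by Spp1, Gzmf and Prf1. Re-derived cluster 6 was led by Gzma, S1pr5, Cx3cr1 and Klrg1, and re-derived cluster 9 by Penk, Ccl1 and Xcl1.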

Multiple clusters (C0, C1, C5, C6, C8, and C9) expressed *Tcf7*, a gene associated with T cell stemness (36, 37). Both C1 and C6 lacked *Sell* and *Ccr7* expression but expressed other memory-like genes (e.g., *Tcf7*, *Il7r*, *Klf2*, *Lef1*, *S1pr1*, and *Slamf6*) and activation/effector function genes (e.g., *Klrk1*, *Cd44*, *Cd69*, *Ifng*, *Tnf*, *Gzmb*, and *Prf1*). 

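Tcf7, summed over both libraries, stood at 681 CPM in re-derived cluster 5 and 319 CPM in re-derived cluster 2. It was between 111 and 209 CPM in re-derived clusters 0, 6, 7 and 9, at 123, 147, 111 and 209 CPM, respectively. In re-derived clusters 1, 3, 4 and 8 it was between 17.1 and 33.9 CPM.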

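Re-derived cluster 2, which by its leading genes comes closest to C1, held 308 CPM of Il7r, 1001 CPM of Klf2, 107 CPM of S1pr1 and 92.4 CPM of Slamf6. Its Ccr7 level, 143 CPM, was below the 975 CPM of re-derived cluster 5 and above the 6.29 CPM of re-derived cluster 0. Among the effector genes, Gzmb was at 245 CPM, Ifng at 165 CPM, Tnf at 66.7 CPM and Prf1 at 71.2 CPM in re-derived cluster 2. In re-derived cluster 6, Ccr7 was at 6.53 CPM, Klf2 at 2347 CPM, Lef1 at 110 CPM, and Gzmb at 1642 CPM.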

C6 also expressed Itgae, the marker for tissue resident memory (Trm) cells (38). Thus, C1 resembled effector memory-like (Tem) cells, and C6 resembled Trm cells. 

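Itgae was low in every re-derived cluster of CD8-like cells, between 1.09 CPM in re-derived cluster 6 and 34.9 CPM in re-derived cluster 5, which is led by Ccr7. To compare shares of cells with a UMI across depths, each cell was thinned at random to 2000 UMIs and shallower cells were left out. An Itgae UMI was then found in 2.04% (1.75 to 2.36) of 8584 CD8-like cells, whose median depth before thinning was 5094 UMIs (4.79% without thinning). In cells led by Siglech it was 1.99% (0.803 to 4.05) at a median depth of 9322 UMIs. Among the clusters it was highest in re-derived clusters 5 (5.57%) and 2 (3.26%). In regulatory T-like cells the share was 22.4% (21.0 to 23.8), at a median depth of 5764 UMIs. The share in CD4-like cells, 4.68%, was above that in CD8-like cells.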

Compared with C1, C0/C5/C9 expressed lower levels of *Tcf7* but lost several memory/stem-like markers (e.g., *Il7r*, *Ccr7*, and *Lef1*). They expressed effector function genes (*Ifng*, *Tnf*, *Gzmb*, and *Prf1*) and intermediate levels of inhibitory receptors (e.g., *Pdcd1* and *Tigit*) but not *Havcr2*. 

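Re-derived clusters 0, 7 and 9 held 267, 256 and 402 CPM of Ifng, 82.1, 70.5 and 77.3 CPM of Tnf, and 984, 2843 and 233 CPM of Gzmb. Pdcd1 was at 312, 458 and 743 CPM and Tigit at 209, 278 and 636 CPM. In re-derived cluster 4, where Pdcd1 was at 800 CPM, Tigit was at 512 CPM. Havcr2 was at 20.0, 35.2 and 53.1 CPM in re-derived clusters 0, 7 and 9. Re-derived clusters 7 and 9 also held more Lag3 (199 and 514 CPM) and Nr4a2 (129 and 351 CPM) than re-derived cluster 0 (70.7 and 99.2 CPM). For Tox the levels were 116 CPM in re-derived cluster 7, 325 CPM in re-derived cluster 9 and 90.8 CPM in re-derived cluster 0.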

C5/C9 also expressed *Lag3* and *CTLA-4*, as well as transcription factors *Nr4a2* and *Tox*. Thus, C0/C5/C9 clusters represent progenitor exhausted (Tpex) T cells at distinct stages of differentiation, with C0 as earlier stage Tpex than C5/C9. 

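In re-derived cluster 5, the CD8-like cells led by Ccr7 and Lef1, Il7r was at 638 CPM, Klf2 at 2514 CPM, Lef1 at 516 CPM and S1pr1 at 260 CPM, in each case the highest of the 10 re-derived clusters. Pdcd1 was at 12.0 CPM, Tigit at 19.3 CPM, Lag3 at 9.82 CPM and Havcr2 at 0.727 CPM there, each the lowest of the clusters. The same held for Gzmb at 26.5 CPM and Ifng at 12.7 CPM.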

C8 expressed high levels of naive/stem-like gene signatures (e.g., *Tcf7*, *Il7r*, *Sell*, *Ccr7*, *Klf2*, *Lef1*, *S1pr1*, and *Slamf6*) but lacked expression of inhibitory receptors and effector function genes. The majority of C8 cells expressed activation marker *Cd69* and resembled central memory-like cells. 

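A Cd69 UMI was found in 61.2% of the cells of re-derived cluster 5 after thinning to 2000 UMIs. The share lay between 27.0% in re-derived cluster 4 and 67.3% in re-derived cluster 7. No cell type was taken as lacking Cd69, so that no background share was measured for it. In CPM, re-derived cluster 5 stood at 643, with 583 in re-derived cluster 0 and 175 in re-derived cluster 4.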

A fraction of C8 cells were negative for *Cd69*, resembling the quiescent naive-like subset. The remaining clusters C2/C3/C4/C7 lacked *Tcf7* expression, consistent with a terminally differentiated phenotype. 

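Mki67 was at 557 CPM in re-derived cluster 3 and 206 CPM in re-derived cluster 8, and between 3.64 and 26.0 CPM in the other 8 re-derived clusters. Re-derived clusters 3 and 8 had median depths of 18698 and 10954 UMIs per cell in WT, against 4892 over all CD8-like cells, and cells of this depth can include doublets.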

C4/C7 expressed Mki67, indicating their proliferative states (proliferating effector cells). 

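Among the clusters with little Mki67, re-derived clusters 1 and 4 held the most Lag3 apart from re-derived cluster 9, at 388 and 488 CPM. Pdcd1 was at 829 CPM in re-derived cluster 1, Tigit at 525 CPM, and Ctla4 at 325 CPM, with 310 CPM of Ctla4 in re-derived cluster 4. Nr4a2 was at 252 and 442 CPM and Tox at 314 and 359 CPM in re-derived clusters 1 and 4, respectively.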

C2 and C3 were not proliferative based on the lack of Mki67 expression and expressed inhibitory receptors (e.g., *Pdcd1*, *Lag3*, *Harvcr2*, *Tigit*, and *CTLA-4*) and transcription factors (*Nr4a2* and *Tox*). Thus, C2/C3 represented terminally exhausted (Tex) subsets, although C2 appeared less exhausted, exhibiting lower expression of Havcr2 and Cd101 (39).

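Havcr2 was at 107 CPM in re-derived cluster 1 and 141 CPM in re-derived cluster 4. Cd101 was at 41.8 CPM in re-derived cluster 1 and 32.5 CPM in re-derived cluster 4, but by share of cells with a UMI after thinning to 2000 UMIs it was level, at 8.24% and 8.28%, and without thinning it was lower in re-derived cluster 1, at 22.2% and 30.2%. Its Prf1 level, 178 CPM, was also below the 550 CPM of re-derived cluster 4.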

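The share of CD8-like cells in re-derived cluster 2, led by Il7r and Tcf7, was 12.3% (11.4 to 13.3) in WT and 17.2% (16.0 to 18.4) in VISTA-KO. Re-derived cluster 1, with high Pdcd1 and less Havcr2 than re-derived cluster 4, rose from 14.9% (13.9 to 15.9) to 19.3% (18.1 to 20.6). Some genes that define the clusters differ between the libraries, so the cells were also clustered without the 172 variable genes whose log2 ratio between the libraries exceeded 0.5 in size. On that clustering, which was added after the data were seen, re-derived cluster 2 went from 15.2% to 20.4% and re-derived cluster 1 from 15.2% to 19.0%. Of the alternatives, leaving out the largest clonotype of each library, with the clusters kept, moved re-derived cluster 1 most, to 18.4% in WT and 16.9% in VISTA-KO. Re-derived cluster 2 was then at 15.1% and 18.4%. The share of re-derived cluster 4 was 7.76% in WT and 5.85% in VISTA-KO, that of re-derived cluster 5 was 5.40% and 7.30%, and that of re-derived cluster 3 was 6.99% and 7.74%. The smallest clusters went from 6.11% to 4.99% (re-derived cluster 6), from 5.45% to 5.12% (7), from 2.58% to 2.67% (8) and from 1.96% to 1.50% (9).

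**Figure D1:**
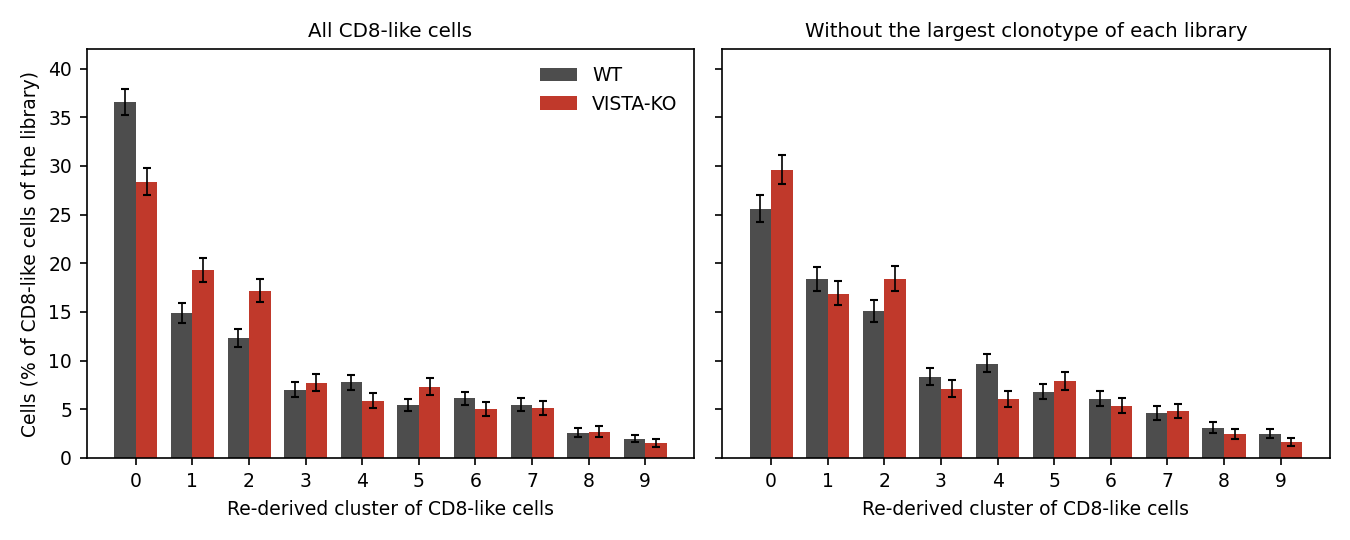
Share of CD8-like cells of a library (percent, vertical axis) in each of the 10 re-derived clusters (horizontal axis) for WT and VISTA-KO, with all CD8-like cells on the left and without the largest clonotype of each library, clusters kept, on the right. Error bars are exact 95% binomial intervals, which cover counting error only. Re-derived cluster 2 is higher in VISTA-KO on both sides (17.2% and 18.4%, against 12.3% and 15.1% in WT), and re-derived cluster 1 is higher in VISTA-KO on the left (19.3%) and lower on the right (16.9%).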

Quantification of clusters revealed that VISTA-deficient CD8^+^ TILs contained a higher abundance of effector memory subset (C1, from 12.9% in WT T cells to 17.5% in VISTA-KO T cells) and early Tex subset (C2, from 9.1% in WT T cells to 12.9% in VISTA-KO T cells). In contrast, VISTA deficiency reduced the frequency of the early-stage Tpex-I subset (C0, from 32.76% in WT T cells to 24.08% in VISTA-KO T cells) (Figure 5, B and C). These findings suggest that VISTA deficiency promotes the differentiation of CD8^+^ T cells toward effector memory and less exhausted phenotypes, contributing to more sustained tumor control.

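Re-derived cluster 0, the largest, held 36.6% (35.2 to 37.9) of WT and 28.4% (27.0 to 29.8) of VISTA-KO CD8-like cells, a difference of -8.19 percentage points. Clustered without the genes that differ between the libraries, it went from 34.4% to 26.8%. This difference rests on 1 clonotype. The largest clonotype of the WT library has 978 cells, of which 80.0% lie in re-derived cluster 0. With the largest clonotype of each library left out and the clusters kept, re-derived cluster 0 held 25.6% (24.2 to 27.0) of the remaining WT cells and 29.6% (28.2 to 31.1) of the remaining VISTA-KO cells.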

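From the higher shares of the C1 and C2 subsets and the lower share of the C0 subset in Figure 5, B and C, the paper proposes that loss of VISTA moves CD8+ T cells toward effector memory and less exhausted states, and that this contributes to longer tumor control. The single-cell data give 1 pooled library per genotype for these shares.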

To investigate the molecular programs regulated by VISTA, we analyzed differentially expressed genes in CD8^+^ TILs. 

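Ctla4 (ENSMUSG00000026011) lies on chromosome 1 of GRCm38 from 60909025 to 60915832. Its level in CD8-like cells was 166 CPM (162 to 170) in WT and 236 CPM (230 to 242) in VISTA-KO, a ratio of 1.42 (1.37 to 1.47). Counted over cells thinned to 2000 UMIs, 18.8% (17.7 to 19.9) of WT and 27.6% (26.2 to 29.0) of VISTA-KO cells had a Ctla4 UMI, and 36.7% and 48.7% had one without thinning. Thinning left out 117 WT and 76 VISTA-KO cells. In the cells led by Siglech, which should lack the gene, the thinned shares were 5.58% and 5.11%, at median depths of 9060.5 and 9504 UMIs against 4892 and 5331 in CD8-like cells. Those cells held 121 CPM in WT and 79.3 CPM in VISTA-KO. The ratio was above 1 in each of the 10 re-derived clusters. The thinned shares in re-derived clusters 5 (4.28% and 7.09%) and 6 (2.48% and 6.28%) lie near the shares of the cells led by Siglech, so that much of their Ctla4 may be background. In the cells led by Siglech the ratio was 0.657 (0.524 to 0.819), so that background as read there was not higher in VISTA-KO. This argues against background as the source of ratios above 1. The ratio was 1.97 (1.77 to 2.20) in re-derived cluster 0, 1.49 (1.39 to 1.61) in re-derived cluster 1, 1.42 (1.22 to 1.66) in re-derived cluster 2, 1.52 (1.41 to 1.65) in re-derived cluster 3, and 2.15 (1.78 to 2.62) in re-derived cluster 7. In re-derived cluster 0, 52.0% of the WT cells with a clonotype belong to the largest WT clonotype, and no ratio without it is given for that cluster. By level, re-derived clusters 0 and 2 in WT, at 79.3 and 79.6 CPM, lay below the 121 CPM of the cells led by Siglech. Their thinned WT shares, 11.5% and 12.7%, lay above the 5.58% of those cells. Part of their level may be background, but background as read in those cells would not raise their ratios. In re-derived clusters 4, 6 and 9 the counting interval of the ratio included 1, with ratios of 1.08 (0.989 to 1.17), 1.71 (0.897 to 3.28) and 1.12 (0.914 to 1.38). The alternative that moved the overall ratio most took the first clusters without splitting them, which left a cluster with dividing regulatory T-like cells among the CD8-like cells and gave 1.08. Without the largest clonotype of each library the ratio was 1.24.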

Notably, *Ctla4* gene expression was upregulated across multiple subsets of VISTA-deficient CD8^+^ TILs (Figure 5D), consistent with findings in in vitro–activated T cells (Supplemental Figure 6) and in vivo OT1 CD8^+^ TILs (Figure 4A). Next, we performed GSEA to elucidate VISTA-dependent molecular pathways (Figure 5E). 

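A log2 ratio of VISTA-KO over WT was computed for each gene from CPM plus a pseudocount of 5, over all CD8-like cells. Over the 5981 genes with at least 20 CPM in 1 of the libraries, the median log2 ratio was -0.03 and the median of its absolute value 0.0771. Simulated genes with no difference gave a median absolute value of 0.0293 from counting error alone. Genes were named by a fixed rule, the 10 highest and 10 lowest with the same direction in all 9 re-derived clusters that hold at least 100 cells per library. The highest were Gm21887 (log2 ratio 1.70, 4.72 CPM in WT and 26.7 in VISTA-KO), Nr4a1 (1.55, 116 and 351 CPM), Nfkbid (1.20), Nr4a3 (1.19), Rgcc (1.14), Tagap (0.98), E430024P14Rik (0.95), Gm42047 (0.86), Irf4 (0.84) and Tgif1 (0.83). The lowest were Gm42031 (-2.29, 93.8 and 15.3 CPM), Gm46620 (-1.40), Gm43305 (-0.92), Gzma (-0.82, 347 and 195 CPM), Igkc (-0.81), Wdfy1 (-0.80), Txnip (-0.79, 391 and 224 CPM), Tsc22d3 (-0.68, 322 and 199 CPM), mt-Atp8 (-0.61) and Snhg20 (-0.60). Some of these genes moved the same way in non-T cells, where CD4-Cre is not meant to delete Vsir. The log2 ratio there was 1.77 for Gm21887, 1.41 for Nr4a1, -2.25 for Gm42031, -1.47 for Gm46620, -0.99 for Gm43305 and -0.71 for mt-Atp8, while Wdfy1 went the other way. Shifts of these 6 genes are therefore not confined to T cells. The median absolute log2 ratio moved most, to 0.0860, when the largest clonotype of each library was left out.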

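Within re-derived cluster 0, taken as the closest to the Tpex-I subset by its size and its Tcf7, Pdcd1 and Havcr2 levels, since its leading genes include no fixed marker of progenitor exhausted cells, the log2 ratio was 2.07 for Nr4a1, 1.08 for Tagap, 0.98 for Ccl4, 0.90 for Bhlhe40, 0.75 for Klf2, 0.72 for Junb and 0.71 for Fos. It was -1.12 for Txnip, and Tsc22d3 was lower as well. In re-derived cluster 2 it was 1.59 for Nr4a1, 0.97 for Dusp5, 0.67 for Btg2 and 0.51 for Ccl4, and -1.10 for Txnip, -0.84 for Tsc22d3 and -0.42 for Jun. Among T cell receptor genes, in re-derived cluster 0 the log2 ratio was -2.93 for Trbv12-2 and -5.20 for Trav10n, the segments of the largest WT clonotype, and 2.61 for Trbv3. Among CD8-like cells of other clonotypes, Trbv12-2 was at 41.0 CPM in WT and 100 CPM in VISTA-KO. The largest WT clonotype made up 52.0% of the WT cells with a clonotype in re-derived cluster 0. No gene ratio without that clonotype is given for the cluster, so that its ratios may reflect 1 clonotype.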

Volcano plots display representative profiles of differential gene expression in Tpex-I and Tem subsets (Supplemental Figure 11). 

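For pathways, lists of genes fixed in advance were used, which are not the gene sets of the paper's GSEA. For each list the median log2 ratio of VISTA-KO over WT was taken over its genes, with its percentile among 10000 random lists of the same size and expression as a description of these libraries. In CD8-like cells the median was 0.14 (counting interval 0.10 to 0.17) for the interferon response list, with 27 of 37 genes higher in VISTA-KO and a percentile of 100. For IL-2 and STAT5 signaling it was 0.11 (0.07 to 0.15), with 21 of 28 genes higher, and for TNF and NF-κB signaling 0.11 (0.06 to 0.13), with 16 of 27 genes higher, both at a percentile of 100. The mTORC1 list had a median of -0.0038, with 14 of 29 genes higher and a percentile of 84.6. By subset, the IL-2 and STAT5 median was 0.33 in re-derived cluster 0, 0.0044 (-0.03 to 0.07) in re-derived cluster 1, 0.07 in re-derived cluster 2, 0.05 (-0.07 to 0.15) in re-derived cluster 7 and 0.40 in re-derived cluster 9. The interferon median was 0.23, 0.11 and 0.16 in re-derived clusters 0, 1 and 2, and -0.05 and 0.05 in re-derived clusters 7 and 9. The TNF and NF-κB median was 0.20 in re-derived cluster 0 and 0.08 in both re-derived clusters 1 and 2. The mTORC1 median was 0.16, 0.21 and 0.08 in re-derived clusters 0, 1 and 2, 0.12 in re-derived cluster 7, and 0.03 (-0.08 to 0.18) in re-derived cluster 9. It was -0.11 in re-derived cluster 3 and -0.12 in re-derived cluster 5. For re-derived cluster 0 no list median is given without the largest WT clonotype, which held 52.0% of its WT cells with a clonotype. A list of immediate-early genes, which respond within minutes to receptor signals and to cell handling alike, had a median of 0.39 (0.37 to 0.43) in CD8-like cells, with 26 of 28 genes higher. Of the alternatives, giving every cluster the same weight in both libraries moved the interferon median most, to 0.03, and the IL-2 and STAT5 median was then 0.05.

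**Figure D2:**
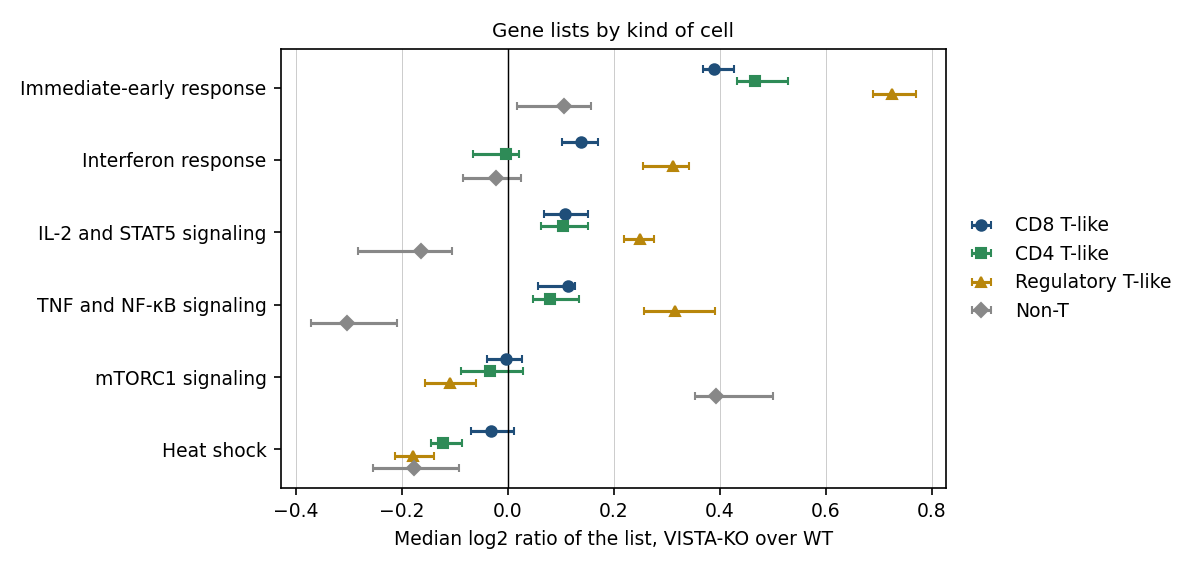
Median log2 ratio of VISTA-KO over WT (horizontal axis) for each gene list (vertical axis) in CD8-like, CD4-like, regulatory T-like and non-T cells, with bars for the counting interval of the median. In CD8-like cells the immediate-early list is at 0.39, the interferon response list at 0.14 and the mTORC1 list at -0.0038.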

Several pathways, such as allograft rejection, IL-2/STAT5 signaling, inflammatory response, IFN-α and IFN-γ response, mTORC1 signaling, AKT_MTOR signaling, and TNF-α signaling via NF-κB were upregulated in multiple subsets of *Vsir^–/–^* CD8^+^ TILs, including the Tpex populations (C0/C5/C9), Tem (C1), and early Tex (C2) subsets. IL-2/STAT5 signaling is known to antagonize the TOX-mediated T cell exhaustion program, while MTOR signaling promotes cell growth, metabolism, and survival (40–42). These pathway alterations indicate that T cell–intrinsic VISTA regulates the expansion, survival, and effector function of tumor-specific CD8^+^ T cells.

Beyond effects on gene expression, we postulated that VISTA deficiency may modulate the TCR repertoire, thereby promoting more effective antitumor responses. This hypothesis is supported by studies showing that greater TCR repertoire diversity correlates with improved clinical responses to CTLA-4 blockade (29–34). To formally address this hypothesis, we examined single-cell TCR sequences in the context of transcriptionally defined CD8^+^ TIL subsets. 

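T cell receptors were read from separate libraries made from the same cell suspensions, 1 for each genotype. The authors deposited the receptor contigs that Cell Ranger assembled for called cells, with the V, D and J genes, the CDR3 sequence and the counts of UMIs and reads of each contig. All listed contigs are productive, 16144 in 7782 WT cells and 17626 in 8504 VISTA-KO cells. They hold 184369 and 192056 UMIs, and 47797975 and 29695505 reads, respectively. The field for a clonotype is empty, so that a clonotype was defined as the V genes and CDR3 nucleotide sequences of the alpha and the beta chain with most UMIs in a cell. Both chains were found in 77.0% of WT and 78.9% of VISTA-KO CD8-like cells, which gave 3732 and 3099 cells with a clonotype. Cells with 2 or more beta chains, 405 in WT and 558 in VISTA-KO, were kept. The number of clonotypes grows with the number of cells, so libraries were compared over 1000 random draws of the same number of cells. Draws were made without replacement, and the library with fewer cells was used whole. Ranges of draws therefore cover only the drawing of cells from the larger library, and not the sampling of cells in both.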

Analysis of overlapping clonotypes revealed that both WT and *Vsir^–/–^* CD8^+^ TILs showed the highest degree of overlap among the Tpex subsets C0, C5, and C9, suggesting a closely related differentiation relationship between these populations (Figure 6A). 

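The overlap coefficient, the number of shared clonotypes over the smaller number of clonotypes of 2 clusters, was computed for the 45 pairs of re-derived clusters. In WT it was highest between re-derived clusters 4 and 8 (0.658), 1 and 8 (0.632), 1 and 4 (0.607), 3 and 8 (0.605), and 0 and 7 (0.588). In VISTA-KO the highest pairs were re-derived clusters 1 and 8 and clusters 3 and 8 (both 0.512), 0 and 7 (0.477), and 1 and 4 (0.463). Of the pairs of re-derived clusters 0, 7 and 9, taken as the closest to the Tpex subsets by their Tcf7, Pdcd1 and Tigit levels only, the pair of 0 and 9 had coefficients of 0.237 in WT and 0.256 in VISTA-KO, and the pair of 7 and 9 had 0.0789 and 0.0256.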

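The dividing re-derived clusters 3 and 8 shared clonotypes with re-derived cluster 4 at coefficients of 0.536 and 0.658 in WT and 0.425 and 0.419 in VISTA-KO. With re-derived cluster 0 they had 0.294 and 0.289 in WT, and 0.306 and 0.419 in VISTA-KO.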

The proliferating subsets C4 and C7 shared high levels of overlapping clonotypes with each other and with the Tpex C0 and the Tex C2/C3 subsets, indicating their interconnected differentiation relationship. The Tem C1 exhibited lower clonotype overlaps with other subsets, indicating that Tem cells follow a distinct differentiation trajectory (Figure 6A). Moreover, the degrees of clonotype overlap between all subsets were consistently lower in *Vsir^–/–^* CD8^+^ T cells than in WT T cells (Figure 6A). 

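Re-derived cluster 2, the closest to the Tem subset, had coefficients between 0.00508 and 0.350 with the other clusters in WT and between 0 and 0.233 in VISTA-KO. The highest in WT were with re-derived clusters 7 (0.350) and 6 (0.347), and in VISTA-KO with re-derived clusters 8 (0.233) and 7 (0.229). Re-derived cluster 5 shared fewer, with no coefficient above 0.00826 in either library.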

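The median coefficient over the 45 pairs was 0.197 in WT and 0.149 in VISTA-KO as given, and 0.197 and 0.128 when the same number of cells was drawn per cluster in both libraries. At equal numbers the median difference was -0.042 (-0.055 to -0.021 over the draws). The coefficient was lower in VISTA-KO in 30 of the 45 pairs, both as given and at equal numbers. In 5 pairs, all with re-derived cluster 5, no clonotype was shared in either library. In 24 pairs it was lower by more than the range of the draws, and in 4 pairs it was higher by more than that range. These 4 were re-derived clusters 0 and 1, 0 and 3, 0 and 8, and 2 and 8. The range is too narrow where cells are used whole. For re-derived clusters 2 and 5, among those lower, it had no width, with coefficients of 0.00508 in WT and 0 in VISTA-KO. Of the alternatives, the Morisita-Horn index, which weights clonotypes by their size, moved the count most, with 25 pairs lower in VISTA-KO.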

Quantification of the number and frequency of unique clonotypes revealed that *Vsir^–/–^* CD8^+^ T cells harbored a greater number of unique clonotypes across all subsets (Figure 6, B and C) and contained fewer hyperexpanded clonotypes (Figure 6D), thereby exhibiting greater TCR repertoire diversity based on the inverse Simpson index (Figure 6E). These findings suggest that T cell–intrinsic VISTA deficiency enhances clonotype diversity, which contributes to durable tumor control in combination with CTLA-4 blockade.

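In WT, 3732 CD8-like cells with both chains fell into 917 clonotypes, of which 693 were seen in a single cell. In VISTA-KO, 3099 cells fell into 1431 clonotypes, 1096 of them in a single cell. At 3099 cells in each library, WT had 797 clonotypes (779 to 814 over the draws), and the ratio of VISTA-KO over WT was 1.80 (1.76 to 1.84). Without the largest clonotype of each library the ratio was 1.53. VISTA-KO had more clonotypes in 10 of 10 re-derived clusters as given and in 9 of 10 at equal numbers of cells. As given these were 267 and 510 in re-derived cluster 0, 122 and 161 in re-derived cluster 1, 324 and 466 in re-derived cluster 2, and 197 and 203 in re-derived cluster 5. As a share of cells, clonotypes made up 17.8% in WT and 57.1% in VISTA-KO in re-derived cluster 0. Hyperexpanded clonotypes, those with over 10% of the cells of a library, were 1 in WT, with 978 cells or 26.2% (24.8 to 27.6) of cells, and none in VISTA-KO. In VISTA-KO the largest clonotype had 274 cells, 8.84% (7.87 to 9.90). The largest WT clonotype joins TRAV10N with CDR3 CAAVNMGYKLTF and TRBV12-2 with CDR3 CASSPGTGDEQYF, and the largest VISTA-KO clonotype joins TRAV16N with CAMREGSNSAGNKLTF and TRBV13-1 with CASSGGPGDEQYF. The next largest had 284 and 80 cells in WT and 143 and 57 cells in VISTA-KO. The WT hyperexpanded clonotype made up 52.0% of the WT cells with a clonotype in re-derived cluster 0, 41.0% in re-derived cluster 7 and 27.2% in re-derived cluster 6.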

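The inverse Simpson index, the number of equally large clonotypes that would give the same chance that 2 cells share a clonotype, was 12.9 (12.4 to 13.4 over the draws) in WT and 83.7 in VISTA-KO at equal numbers of cells, a ratio of 6.50. The largest clonotype of WT sets much of this ratio. Without the largest clonotype of each library the index was 60.8 and 201, a ratio of 3.31, and without the 3 largest it was 151 and 427, a ratio of 2.82. By cluster at equal numbers, it was 3.64 in WT and 197 in VISTA-KO in re-derived cluster 0, 7.98 and 11.6 in re-derived cluster 1, and 178 and 282 in re-derived cluster 2. It was higher in VISTA-KO in 7 of 10 clusters at equal numbers and in 8 of 10 as given. Lower values in VISTA-KO were found in the dividing re-derived clusters 3 (28.3 and 18.0) and 8 (22.6 and 12.2), and re-derived cluster 5 tied at 197. Without the largest clonotype of each library, the index of re-derived cluster 0 was 57.5 in WT and 232 in VISTA-KO, re-derived cluster 3 was higher in VISTA-KO (28.8 and 33.1), and re-derived cluster 8 stayed lower (21.6 and 16.1).

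**Figure D3:**
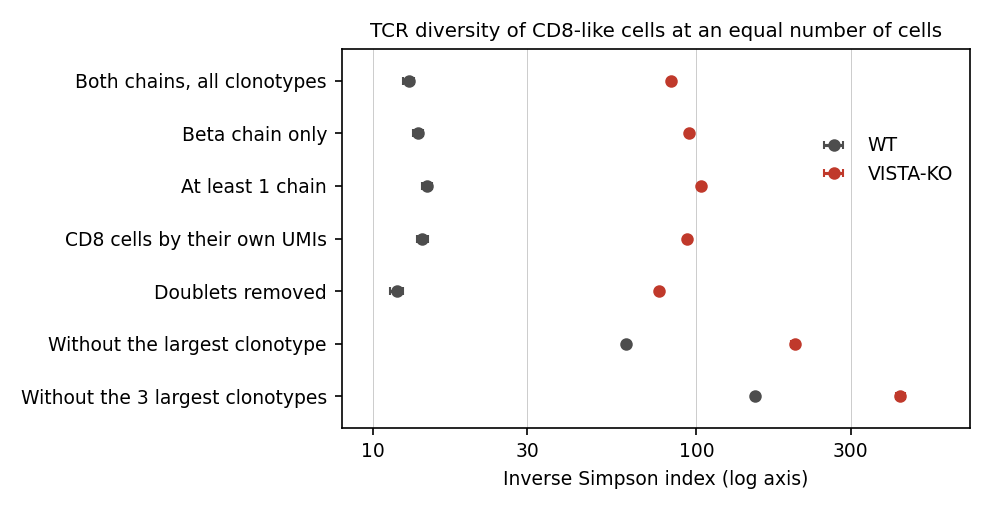
Inverse Simpson index of CD8-like cells (log scale, horizontal axis) in the WT and the VISTA-KO library, for both chains with all clonotypes and for 6 alternatives (vertical axis), at equal numbers of cells. Bars give the range of the draws, which has no width for the library used whole. The index is 12.9 in WT and 83.7 in VISTA-KO with all clonotypes, and 60.8 and 201 without the largest clonotype of each library.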

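From the greater number of clonotypes, the fewer hyperexpanded clonotypes and the higher inverse Simpson index of the VISTA-KO library, the paper proposes that loss of VISTA in T cells makes the receptor repertoire of CD8+ TILs more diverse, and that this contributes to lasting tumor control with CTLA-4 blockade. The receptors of each genotype come from 1 pool of tumors, and which mouse a clonotype came from is not known from the data used here. Between the libraries, 2 clonotypes were shared, with 4 cells in WT and 3 in VISTA-KO.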

### A gene signature enriched in VISTA-deficient CD8^+^ T cells is associated with improved clinical responses to immunotherapy.

Our transcriptomic analysis revealed reprogramming of gene expression in VISTA-deficient T cells. Since VISTA is expressed on CD8^+^ TILs in human tumors, we investigated the prognostic role of T cell–intrinsic VISTA in human melanoma. 

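Genes were ranked by the share of CD8-like cells with a UMI in VISTA-KO minus that in WT, after thinning each cell to 2000 UMIs, without a test across cells. The first 10 were Nr4a1 (15.9% of WT and 35.0% of VISTA-KO cells), Dusp5 (34.0% and 48.7%), Bhlhe40 (43.8% and 57.8%), Ier2 (42.0% and 55.2%), Trbv13-1 (8.69% and 21.6%), Mbnl1 (56.1% and 68.4%), Tagap (17.6% and 29.2%), Gapdh (66.7% and 77.3%), Ifi27l2a (45.2% and 55.7%) and Nfkbid (8.65% and 19.1%). The difference of the gene ranked 40 was 6.09 percentage points. Trbv13-1 is a segment of the largest VISTA-KO clonotype. In cells led by Siglech, which should lack it, its share was 1.99% at a median depth of 9322 UMIs, against 14.5% at 5094 UMIs in CD8-like cells of both libraries. No background share was measured for the other 9 genes. Of the 40 genes, 4 are receptor segments and 14 are on the immediate-early list. In the other cells of these libraries, 36 of the 40 genes were higher in VISTA-KO in CD4-like cells, 37 in regulatory T-like cells and 25 in non-T cells. Without thinning, which moved the ranking most, 26 of the 40 genes were shared.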

We identified the top 40 differentially expressed genes enriched in murine *Vsir^–/–^* CD8^+^ TILs and mapped them to their human orthologs (Supplemental Figure 12, A and B). This gene module reflects the functional profile of CD8^+^ CTLs regulated by VISTA and thus designated the VISTA^deficient^ CTL signature. Using a public scRNA-seq dataset of pan-cancer tissues (43), we confirmed that this signature is most strongly enriched in tumor-infiltrating T cells compared with malignant cells and other immune populations (Supplemental Figure 12C). We evaluated the association between this signature and clinical responses in patients with triple-negative breast cancer treated with chemotherapies and PD-L1 blockade (44). The VISTA^deficient^ CTL signature was significantly enriched in pretreatment CD8^+^ TILs from responders compared with nonresponders (*P* = 0.047), supporting its prognostic value (Supplemental Figure 12D).

Since CTLA-4 is upregulated in murine VISTA-deficient T cells (Figure 4A and Figure 5D), we analyzed *Ctla4* expression in human CD8^+^ TILs using a public scRNA-seq dataset from melanoma tumors (45). *Ctla4* expression was elevated in T cells with higher signature scores (Supplemental Figure 13). Next, we examined the association of the VISTA^deficient^ CTL signature with clinical responses in melanoma patients treated with ipilimumab (46). In pretreatment tissues, the signature score was significantly higher in responders than in nonresponders (*P* = 0.0031) (Figure 7A) and was associated with improved progression-free survival (PFS; *P* = 0.022), while showing a trend toward improved overall survival (OS; *P* = 0.093) (Figure 7B). Lastly, we evaluated the prognostic relevance of the CTL signature in patients with metastatic clear-cell renal cell carcinoma treated with PD-1 and/or CTLA-4 inhibitors (47). The VISTA^deficient^ CTL signature was more enriched in responders than in nonresponders (Figure 7C), correlated with improved OS (*P* = 0.0069), and showed a trend toward better PFS (*P* = 0.088) (Figure 7D). These results collectively indicate that T cell–intrinsic VISTA plays a key role in restraining antitumor CD8^+^ T cell responses and diminishing clinical efficacy of immunotherapies targeting CTLA-4 and PD-L1/PD-1.

## Discussion

Previous studies have suggested that VISTA expressed on T cells intrinsically modulates T cell activation. For example, an earlier study by Flies et al. demonstrated that VISTA-deficient CD4^+^ T cells exhibit enhanced proliferation and cytokine production (8). Similarly, work by Ta et al. revealed that VISTA deletion in CD8^+^ T cells augments TCR signaling and T cell activation, primarily through a *cis*-interaction with the coinhibitory receptor LRIG1 (16). These initial findings raise important questions about the role of T cell–intrinsic VISTA in shaping the responses of tumor-specific CD8^+^ T cells and contributing to the therapeutic resistance against current immunotherapies.

The present study addresses these questions by examining antitumor T cell responses in murine models with T cell–specific VISTA deficiency. We demonstrate that VISTA is abundantly expressed on CD8^+^ TILs across multiple murine tumor models and various human cancer types. VISTA deficiency in tumor-specific T cells promoted their early expansion and survival. Nevertheless, this effect was transient and insufficient to control tumor growth due to T cell dysfunction driven by *trans*-VISTA on non–T cells, as global targeting of VISTA through anti-VISTA antibodies led to tumor regression. *Trans*-VISTA is highly expressed on tumor-associated myeloid cells, including MDSCs, macrophages, and DCs (14, 15), and may inhibit T cell responses through diverse mechanisms. First, VISTA acts as a *trans*-ligand and interacts with inhibitory receptors such as LRIG1 and PSGL-1 and impairs T cell expansion, survival, and effector function (7, 16). Second, VISTA expressed on myeloid progenitors promotes the differentiation and immunosuppressive function of MDSCs (15). Third, VISTA intrinsically impairs TLR-mediated signaling and suppresses the production of immune-stimulatory cytokines and chemokines such as IL-12 and CXCL9/10, thereby maintaining antiinflammatory and protumorigenic function of tumor-associated macrophages and DCs (14). Lastly, VISTA on macrophages could dampen their cytotoxicity toward cancer cells through TRAIL-mediated mechanisms (48). The multifaceted actions of myeloid-VISTA complement the cell-intrinsic effects of VISTA/LRIG1 inhibitory signaling, underscoring that global VISTA blockade is required to maximally enhance the antitumor T cell responses.

In addition to *trans*-VISTA, CTLA-4 emerged as another factor that synergizes with T cell–intrinsic VISTA to promote T cell dysfunction. Combined blockade of CTLA-4 and T cell–intrinsic VISTA optimally enhanced tumor rejection. We speculate that this synergy is mediated, in part, by the convergent effects of CTLA-4 and VISTA on TCR signaling. Supporting this notion, previous studies have shown that T cell–autonomous signaling of CTLA-4 restrains CD28-mediated costimulation, while non–T cell–autonomous effects include the promotion of Foxp3^+^ Treg cells (49–51). In parallel, T cell–intrinsic VISTA inhibits proximal TCR signaling through its receptor LRIG1 (16). Accordingly, concomitant blockade of CTLA-4 and VISTA in T cells optimally enhances costimulatory signaling and T cell activation.

Inhibitors targeting CTLA-4 have become the cornerstone for cancer immunotherapy, yet resistance remains common (52). In murine tumor models, CTLA-4 blockade alone was insufficient to induce tumor regression because T cell–intrinsic VISTA limits its therapeutic outcome. Removing T cell–intrinsic VISTA enhanced the expansion, mitochondrial function, survival, and effector function of tumor-specific CD8^+^ T cells under CTLA-4 blockade. VISTA-deficient CD8^+^ TILs upregulated genes involved in T cell activation, metabolism, and proliferative responses (e.g., IL-2/STAT5 signaling, IFN-α and IFN-γ response, mTORC1 signaling, and AKT_MTOR signaling). VISTA deficiency promoted the expansion of effector memory-like T cells, which aligns with previous findings that, in the context of CTLA-4 blockade, the expansion and improved function of effector memory-like CD8^+^ T cells are correlated with better clinical response (53–57). Moreover, VISTA-deficient CD8^+^ TILs displayed greater TCR repertoire diversity than WT T cells, with an increased number of unique clonotypes (higher richness) and a lower proportion of hyperexpanded clonotypes (more evenness). We interpret the increased TCR diversity as reflecting increased tumor recognition and reduced tumor escape, thereby promoting sustained tumor control. This finding aligns with previous studies showing that greater baseline diversity of the peripheral TCR repertoire and a higher number of expanded clones correlate with improved clinical responses to CTLA-4 inhibitor therapy (29–33).

VISTA suppresses antitumor immunity by modulating the activation of both myeloid cells and T cells (5, 14, 48, 58). The mechanistic implications and functional impact of T cell–intrinsic VISTA are reflected by a transcriptional signature enriched in VISTA-deficient CTLs. This signature comprises genes associated with IL-2/STAT5 signaling (*PIM1*, *RGS16*, and *Bhlhe40*), IFN-γ response (*BTG2*, *PIM1*, *IRF4*, and *STAT1*), mTORC1 signaling (*Bhlhe40* and *ENO1*), and T cell activation (*IFNG*, *TNF*, *CD28*, *RASGRP1*, and *FOS*). This signature indicates enhanced T cell activation and functionality and has prognostic value for predicting responses to immunotherapies. 

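In the CD8-like cells of the single-cell libraries, the 12 named genes of this signature were all higher in VISTA-KO, with log2 ratios between 0.32 and 0.84 and a median of 0.48. Of the 12 genes, 7 were among the 40 ranked first by difference in share of cells after thinning to 2000 UMIs, and 10 without thinning. Those outside the first 40 after thinning were Cd28 (rank 46), Ifng (rank 48), Rasgrp1 (rank 64), Tnf (rank 73) and Irf4 (rank 135). The signature was chosen by the study on these same libraries, so that these values are not independent of it. The median of the 12 genes was 0.37 in CD4-like cells, 0.47 in regulatory T-like cells and 0.01 in non-T cells.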

Although global VISTA inhibition can potently enhance antitumor immune responses, certain VISTA-targeted antibodies may induce myeloid cell activation and exacerbate inflammatory adverse effects (59). Our findings suggest that selectively targeting T cell–intrinsic VISTA may provide a safe and effective strategy to augment the therapeutic efficacy of CTLA-4 blockade or other T cell–stimulatory immunotherapies.

## Methods

### Sex as a biological variable.

Sex was not considered as a biological variable for studies of human data and animal models.

### Study design.

Our study examined male and female animals, and similar findings are reported for both sexes. We interrogated VISTA-dependent effects using mutant mice with T cell–specific deletion of the Vsir gene. We examined the phenotypes of WT versus VISTA-deficient CD8^+^ T cells using flow cytometry–based phenotypic studies and performed paired transcriptomic and TCR repertoire profiling at single-cell levels. We analyzed VISTA expression in human tumor-infiltrating T cells and evaluated the prognostic roles of VISTA-dependent gene signatures using publicly available databases. All preclinical experiments used sex- and age-matched mutant mice and WT littermates without investigator blinding. With the exception of scRNA-seq, all other experiments were repeated at least 2 to 3 times. All data points reflect biological replicates.

### Mice.

C57BL/6N (H-2^b^, CD45.2) and congenic C57BL/6N (H-2^b^, CD45.1) mice were purchased from Charles River Laboratories. *Vsir^–/–^* mice were originally generated on a C57BL/6N background and were obtained from Mutant Mouse Resource & Research Centers (www.mmrrc.org; stock 031656-UCD) (11, 13). OT-I TCR transgenic mice were purchased from The Jackson Laboratory (stock 003831) and bred with Thy1.1 congenic mice (stock 000406) to obtain WT OT1.Thy1.1 mice or bred with *Vsir^–/–^* mice to generate *Vsir^–/–^* OT1.CD45.2 mice. *Vsir^fl/fl^* mice were as described previously (15, 22) and were bred to CD4^cre^ on C57BL/6 background (The Jackson Laboratory, stock 022071). All animals were maintained in a specific pathogen-free facility at the Lerner Research Institute at Cleveland Clinic.

### Cell lines.

B16bl6, B16.OVA, MC38 (Sigma-Aldrich, catalog SCC172), LLC (ATCC, CRL-1642), and E0771.lmb (ATCC, CRL-3405) murine tumor cell lines were cultured in bicarbonate-free, HEPES-free RPMI-1640 supplemented with 10 mM HEPES (Life Technologies), 10% FBS, sodium pyruvate, 2 mM l-glutamine, 50 μM β-mercaptoethanol, and penicillin/streptomycin (Life Technologies). B16bl6 (female origin) cells were originally obtained from I. Fidler (The University of Texas MD Anderson Cancer Center) and were verified by in vivo growth in syngeneic mice and their expression of melanoma antigens TRP1, TRP2, and gp100 but have not been authenticated further by other methods. Cells were maintained at passages below 10 and detached using an accutase cell detachment medium (Sigma-Aldrich) for passage. Cells were examined for mycoplasma contamination every 5 to 6 months using the MycoAlert Mycoplasma Detection Kit (Lonza).

### Murine tumor models, vaccine treatments, and processing of tumor tissues.

Several tumor models were studied for VISTA expression on tumor-infiltrating CD8^+^ T cells. B16bl6 (50,000) melanoma cells or MC38 colon cancer cells (100,000) were inoculated intradermally on the flanks of female and male C57BL6 mice 6 to 8 weeks of age. E0771 breast cancer cells (50,000) were inoculated orthotopically into the mammary fat pad of female mice. LLC lung cancer cells stably expressing firefly luciferase (100,000) were injected via the tail vein. Tumor tissues were harvested when tumor size reached approximately 7–10 mm (for B16bl6, MC38, and E0771 models) or when LLC lung tumor burden was detected by in vivo bioluminescence imaging (IVIS) in the lung.

For vaccine treatment, mice bearing B16bl6 melanoma or MC38 colon cancer were treated on day 3 with a peptide vaccine mixture that consisted of CpG (ODN1826, 30 mg), R848 (50 mg), and peptides (30 mg). For the B16bl6 model, the mutated TRP2 peptide DeltaV TRP2 (residues 180–188) was used (60). For the MC38 model, neo-epitopes from Rpl18 and Adpgk proteins were used (61). All peptides were synthesized by Atlantic Peptides. The vaccine mixture was injected subcutaneously on day 3 following tumor inoculation. When indicated, tumor-bearing mice were treated subcutaneously with CTLA-4–specific mAbs (clone 9H10, Bio X Cell), 100 μg per mice, by subcutaneous injection on days 4 and 8 after tumor inoculation. Tumor size was measured with a caliper every 2–3 days. In some experiments, tumor-free mice that survived for 80 days were rechallenged with the same tumor cells, at a dose of 25,000 cells, at a distant site away from the initial tumor site.

For analyzing the phenotypes of TILs, tumor tissues were harvested on days 16–18 after vaccine treatment. In some experiments, tumor-bearing mice were injected with BrdU (1 mg per mouse) via intraperitoneal injection, 16 hours before tissue harvest and flow cytometry analysis. Single-cell suspensions were obtained after digestion with a cocktail of Liberase TL (150 μg/mL) and DNase I (120 μg/mL) (Sigma-Aldrich) for 20 minutes at 37°C followed by passing cells through 70 μm strainers. To detect intracellular cytokines, single-cell suspensions of tumor tissues (2–3 million) were stimulated in RPMI medium containing the relevant peptides (10 μg/mL), 10% FBS, 2 mmol/L l-glutamine, 50 mmol/L 2-mercaptoethanol, 1% penicillin/streptomycin, 1× monensin, and 1× Brefeldin A (BioLegend) for 6–15 hours before antibody staining.

### In vitro T cell activation analysis.

Splenic CD8^+^ T cells were purified using a negative selection kit (Miltenyi Biotec) following the manufacturer’s protocol. Purified T cells (20,000 per well) were resuspended in complete RPMI medium containing 10% FBS, 2 mmol/L l-glutamine, 50 mmol/L 2-mercaptoethanol, and 1% penicillin/streptomycin and seeded in 96-well plates that were precoated with anti-CD3 antibody (clone 2C11, 3 mg/mL). When indicated, anti–CTLA-4 antibody (clone 9H10) or isotype IgG (10 mg/mL) was added. After 48 hours of culture, T cells were harvested and analyzed by flow cytometry.

### Flow cytometry and data analysis.

For flow cytometry, antibodies specific for CD4 (GK1.5), CD8 (53-6.7), CD16/CD32 (clone 93), CD45 (30-F11), TNF-α (MP6-XT22), IFN-γ (XMG1.2), CTLA-4 (UC10-4B9), and FAS (SA367H8) were purchased from BioLegend. Caspase-8 staining was performed using the Vybrant FLICA Caspase Apoptosis Assay Kit (Thermo Fisher Scientific). Single-cell suspensions from tumor tissues and lymph nodes were stained with LIVE/Dead fixable near-IR or Aqua cell staining kits (Thermo Fisher Scientific), followed by antibody cocktails at recommended dilutions. For intracellular cytokine staining, cells were first stained with viability dye and surface lineage markers. Cells were then fixed and permeabilized using the eBioscience Intracellular Fixation & Permeabilization Buffer Set (catalog 88-8824-00) and stained using antibodies specific for intracellular cytokines. TRP2-specific dextramer (Immudex) was used to stain CD8^+^ T cells following the manufacturer’s instructions. To measure mitochondrial mass and membrane potential in CD8^+^ T cells, cells were stained with MG and MDR or with mitoSOX (Thermo Fisher Scientific) along with anti-CD8 (53-6.7) antibody. Cells were analyzed using BD LSRFortessa cell analyzer (BD Biosciences) or MACSQuant cytometer (Miltenyi Biotec). Data were analyzed using FlowJo version 9.9.6 or V10 analysis software (Tree Star).

### Adoptive T cell transfer studies.

Splenic naive Thy1.1 WT OT1 and CD45.1 *Vsir^–/–^* OT1 T cells were purified using a T cell negative selection kit (Miltenyi Biotec) according to the manufacturer’s instructions. In the pretumor transfer setting, OT1 T cells were mixed at a 1:1 ratio, validated by flow cytometry, and injected retro-orbitally (1,000 cells for each genotype) into naive CD45.2 C57BL/6 mice. Twenty-four hours after transfer, mice were inoculated with B16.OVA cells (4 × 10^6^ cells split into 4 injection sites per mouse). In the post-tumor transfer setting, mice bearing 4-day established B16OVA tumors (~3 mm in diameter) received a transfer of OT1 T cells (WT vs. *Vsir^–/–^* OT1 T cells, 2,500 each, mixed at a 1:1 ratio). On indicated days following cell transfer, tumor tissues and tumor-draining lymph nodes were harvested and examined by flow cytometry.

### Mitochondrial stress test.

Mitochondrial respiration in cultured T cells was analyzed using the Seahorse XFe96 extracellular flux analyzer (Agilent) based on protocols specified in the Seahorse Mito stress test kit (103015-100, Agilent). Cells were resuspended in XF base media (Agilent) supplemented with 25 mM glucose, 2mM l-glutamine, and 1mM sodium pyruvate, pH 7.4, without sodium bicarbonate or phenol red. OCRs were assessed in basal conditions and following the serial additions of oligomycin (1 μM), carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP; 1.5 μM), rotenone (500 nM)/antimycin A (500 nM), and 2-deoxy-d-glucose (20 mM). All drugs were purchased from Sigma-Aldrich and resuspended in appropriate solvents prior to experiments. Probes were rehydrated 1 day prior in 200 mL MilliQ water in a 37°C non-CO_2_ incubator. Water was replaced with calibrant (Agilent) 1 hour before analysis. The 96-well Seahorse plate (Agilent) was coated with Cell-Tak (Sigma-Aldrich) for 20 minutes, aspirated, and washed 2 times with MilliQ water prior to the addition of 50 mL of T cells (2 million/mL) resuspended in base media. Plates were spun at 40*g* for 10 minutes at 37°C without breaking to stop. An additional 50 mL of prewarmed base medium was added to each well containing cells, and wells were checked under a microscope to ensure an even distribution of cells at the bottom of the wells. 100 mL of base media was added to additional wells without any cells, which served as a background control. Plates were incubated at 37°C for 30 minutes in a non-CO_2_ incubator while drugs were loaded into the ports of the assay plate. Basal respiration was calculated as the OCR measured before oligomycin minus the OCR after rotenone/antimycin A (Rot/AA) injection. Maximal respiration was determined as the OCR after FCCP treatment minus the OCR after Rot/AA. Spare respiratory capacity was determined by subtracting basal respiration from maximal respiration.

### Single-cell transcriptomic analysis and TCR-sequencing analysis.

Tumors from 5–6 *Vsir^fl/fl^* *CD4*^cre^ KO mice or *Vsir^fl/fl^* WT littermates were pooled and processed into single-cell suspensions as described above. CD4^+^ and CD8^+^ TILs were first enriched using the CD4 and CD8a Cell Isolation Kit (Miltenyi Biotec). TILs were stained with fluorescently labeled anti-CD4 and CD8 antibodies (BioLegend) in the presence of anti-CD16/32 FCR blocker (catalog 101319) on ice for 20 minutes. CD4^+^ and CD8^+^ TILs were sorted using a BD FACSAria sorter (BD Biosciences).

Viable sorted T cells were washed 3 times before being processed using the 10x Genomics Chromium Single Cell V(D)J profiling reagent kit (v1.0) according to the manufacturer’s protocols.

The scRNA libraries were prepared by the Genomics Core facility at Lerner Research Institute. The scRNA-seq gene expression and VDJ libraries were sequenced on an Illumina NovaSeq system. After sequencing, Cell Ranger version 5.0.0 was utilized to align both gene expression and VDJ libraries together using the Cell Ranger multi pipeline with the references “mouse_mm10-2020-A” and “vdj_GRCm38_alts_ensembl-5.0.0.” After alignment, the WT sample had 303 million reads for gene expression and 117,000 reads for VDJ, corresponding to 10,337 cells with a median gene per cell count of 1,913. The VISTA-KO sample similarly had 286 million reads for gene expression and 52,000 reads for VDJ, corresponding to 10,085 cells with a median gene per cell count of 1,877.

After data alignment, Seurat version 4.0 in R version 4.1 was used for all downstream analysis and data integration. For each cell, the percentage of mitochondrial and ribosomal genes was calculated and used to filter out dead/dying cells. Cells were included for subsequent analysis if they contained at least 600 features of RNA and less than 30% mitochondrial content. After normalization, samples were integrated using the Harmony R package (https://portals.broadinstitute.org/harmony/). Clusters were subsequently generated using Seurat functions and were manually identified using top marker genes and using the FindAllMarkers function in Seurat with default parameters. VDJ analysis was performed using scRepertoire 2.0.7 (https://github.com/BorchLab/scRepertoire) (62). Using scRepertoire, the VDJ data from Cell Ranger was integrated with Seurat for comprehensive analysis of the clonal changes across populations and between samples.

To generate the VISTA^deficient^ CTL gene signature module, we identified statistically significant (*P* adjust < 0.05) upregulated genes in the VISTA-KO CD8^+^ TILs and mapped them to their human orthologs using the babelgene R package (R package version 22.9, https://igordot.github.io/babelgene/). We calculated the difference in the fraction of cells expressing each gene between VISTA-deficient and WT TILs. We then ranked all genes by this difference, from highest to lowest, and selected the top 40 to define the gene signature.

To assess the expression of this signature in CD8^+^ TILs, signature scores were computed with the AddModuleScore() function using the Seurat R package. To examine *Ctla4* gene expression across CTL subsets, we stratified cells into “high” and “low” groups based on the median signature score and visualized *Ctla4* expression using Seurat’s DotPlot() function and the ggplot2 R package.

To evaluate the prognostic value of this CTL signature, we assessed its expression using the GSVA R package (63) by performing the single-sample GSEA across publicly available bulk RNA-seq datasets (46, 47). Raw expression values of the signature genes were used as input. Samples were stratified into high and low expression groups based on the median enrichment score. Signature scores were visualized alongside clinical response and survival outcomes using the ggplot2, survival (R package version 3.8-3, https://CRAN.R-project.org/package=survival), and survminer R packages (R package version 0.5.0, https://rpkgs.datanovia.com/survminer/index.html) (64, 65).

### Statistics.

All graphs and statistical analysis were generated using Prism 8 (GraphPad Software). Unpaired 2-tailed *t* tests were used for comparing the phenotypes between 2 independent groups. One-way ANOVA was used to compare the phenotypes between 3 or more independent groups. A 2-way ANOVA analysis with a Šidák’s multiple-comparison test was used to compare tumor growth between groups. Survival differences were assessed using Kaplan-Meier curves and analyzed by log-rank testing. All data are presented as mean ± SEM. A *P* value less than 0.05 was considered statistically significant. Statistical information about specific experiments can be found in the figure legends.

### Study approval.

All animal protocols were approved by the IACUC of Lerner Research Institute at the Cleveland Clinic Foundation. All methods were performed in accordance with the relevant guidelines and regulations. Studies of human specimens were approved by the IRBs of the Cleveland Clinic, University Hospitals Cleveland, and Case Western Reserve University School of Medicine.

### Data availability.

The scRNA-seq data and scTCR-seq data have been deposited to the National Center for Biotechnology Information Gene Expression Omnibus (GSE290660). The code used for data analysis in this manuscript will be provided upon request. All other data are presented in the main figures or the supplemental materials. All mice are either commercially available or will be made available under a material transfer agreement. Requests for reagents should be directed to the corresponding author (LLW). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

Conceptualization: LLW. Methodology: CG, ED, PBP, DR, HMT, AZ, PEG, SP, KZ, IJ, BM, SEW, TAC, TA, and LLW. Materials and reagents: RR, ZAH, AT, NLS, SA, and LLW. Experimental design, data acquisition, and data analysis: CG, ED, PBP, DR, HMT, AZ, PEG, SP, KZ, IJ, SA, TA, and LLW. Funding: LLW and CG. Supervision: TA and LLW. Writing and editing: CG, SP, PBP, TA, and LLW. CG, ED, and PBP share the first authorship due to their equally significant contributions to experimental design and data analysis. Their authorship position is determined alphabetically.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH grants R01CA164225, R01CA223804 and R21CA258618 (to LLW).
- American Cancer Society Research Scholar grant RSG-18-045-01-LIB (to LLW).
- Department of Defense CDMRP Melanoma Research Program ME210229 (to LLW).
- Department of Defense Breast Cancer Research Program BC240100 (to LLW).
- NIH grant F31CA257276 (to CG).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
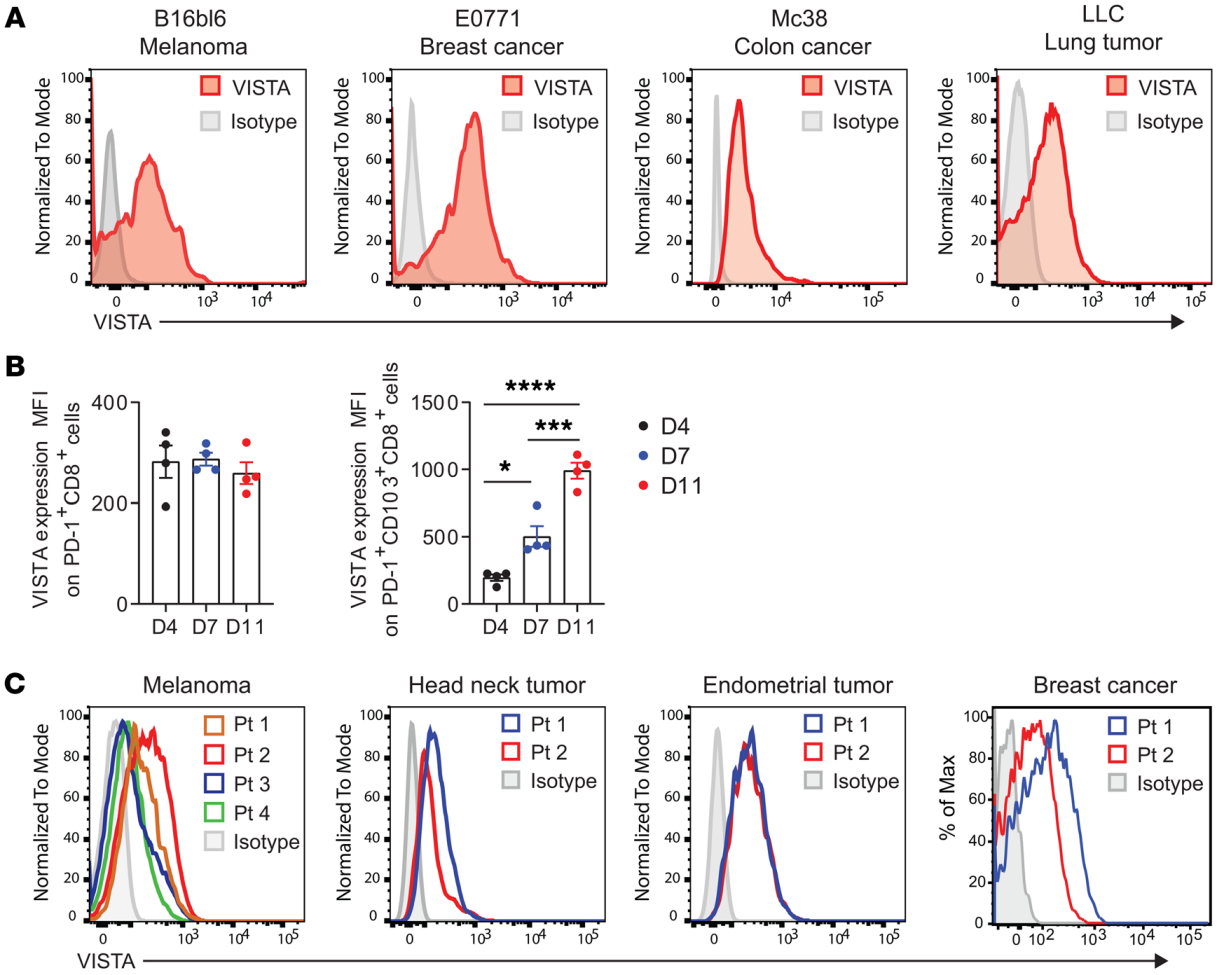
VISTA is abundantly expressed on CD8^+^ TILs in murine and human tumor tissues. (**A**) Mice were inoculated on the flank with murine tumors, including B16bl6 melanoma (100,000), E0771 breast cancer (100,000), MC38 colon cancer (100,000), and LLC lung cancer cells (100,000). Tumors were harvested when reaching diameters of approximately 7–8 mm, and TILs were examined for VISTA expression. At least 2 tumors were analyzed for each tumor type. Representative results are shown. (**B**) VISTA expression was quantified by MFI on CD8^+^ TILs from B16.OVA tumors, including the PD-1^+^ and PD-1^+^CD103^+^ subsets. *P < 0.05, ***P < 0.001, and ****P < 0.0001. Significance was determined by 1-way ANOVA. Data are presented as mean ± SEM. (**C**) VISTA expression on CD8^+^ TILs from surgically resected human tumor tissues was analyzed by flow cytometry. The data presented include CD8^+^ TILs from melanoma tissues, head and neck tumors, endometrial tumors, and breast cancer tissues. When available, multiple patient (Pt) specimens were included in the analysis.

**Figure 2:**
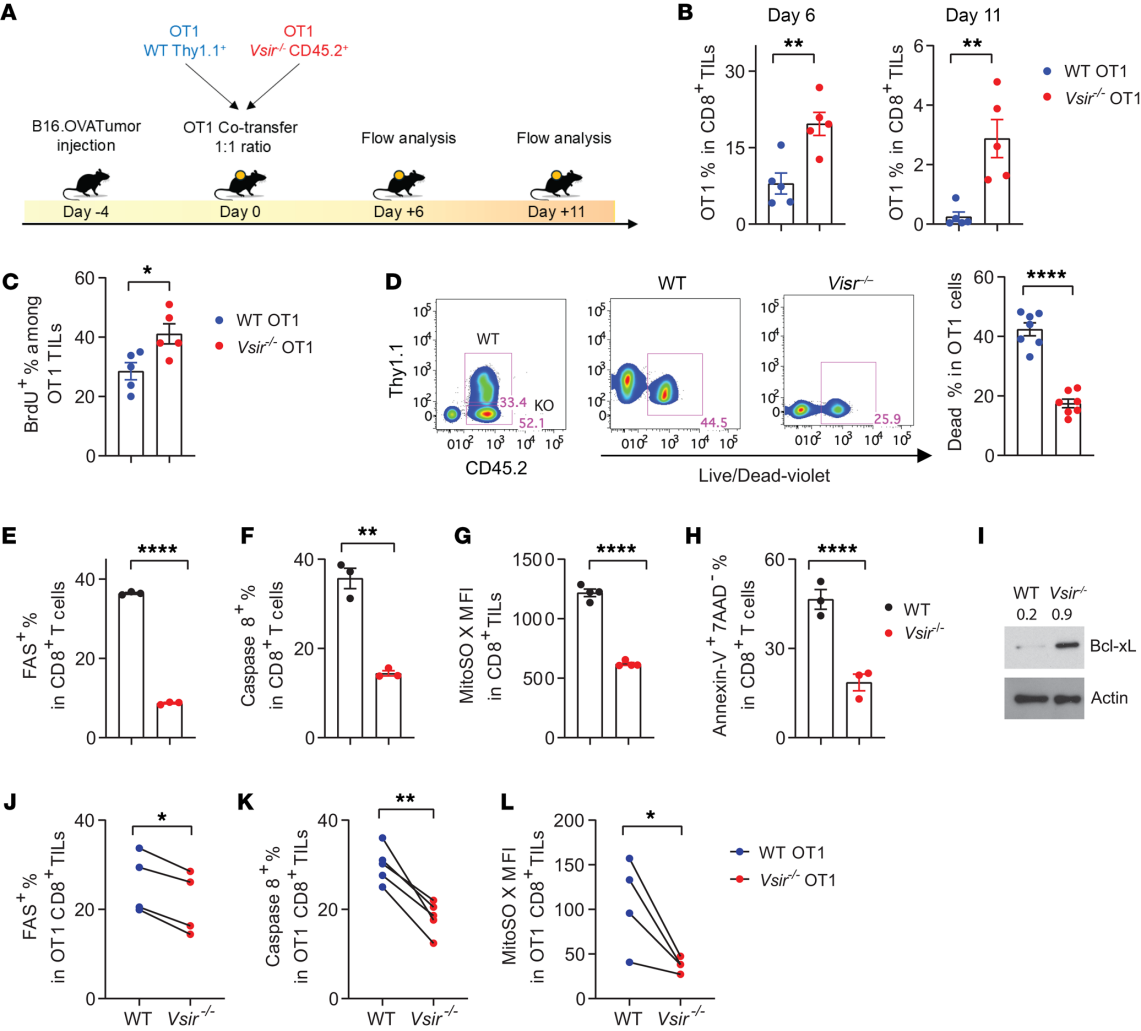
T cell–intrinsic VISTA deficiency enhanced the survival and accumulation of tumor-specific T cells in tumor tissues. Congenically marked WT OT1 (Thy1.1^+^) and *Vsir^–/–^* OT1 (CD45.2^+^) were mixed at a 1:1 ratio and adoptively cotransferred into C57bl/6 mice bearing 4-day established B16.OVA tumors. On days 6 and 11 after transfer, tumors were harvested, and the tumor-infiltrating OT1 T cells were examined. (**A**) Outline of the experimental design. (**B**) Percentages of WT and *Vsir^–/–^* OT1 T cells among total CD8^+^ TILs on days 6 and 11 after transfer. (**C**) Percentages of dead cells in WT and *Vsir^–/–^* OT1 TILs. (**D**) Mice were treated with BrdU 16 hours before tissue harvest and flow cytometry analysis. Percentages of BrdU^+^ OT1 T cells are shown. (**E**–**I**) WT and *Vsir^–/–^* CD8^+^ T cells were activated in vitro with anti-CD3 (3 mg/mL) for 48 hours before analysis. Shown are the expression levels of FAS and caspase-8 (**E** and **F**), mitochondrial ROS levels (**G**), and the frequencies of early apoptotic cells (annexin V^+^ 7AAD^–^) (**H**). Total cell lysates were collected and analyzed by Western blotting. Expression of Bcl-xL and β-actin is shown in **I**. (**J**–**L**) WT and *Vsir^–/–^* OT1 T cells were mixed and cotransferred into mice bearing B16.OVA tumors as in **A**. On day 10 after transfer, tumor-infiltrating OT1 T cells were analyzed for FAS (**J**) and caspase-8 (**K**) expression and mitoSOX levels (**L**). For **B** and **C**, *N* = 5. For **D**, *N* = 7. For **E**–**G**, and **I**, *N* = 4. For **J**–**L**, *N* = 4. *P < 0.05, **P < 0.01, ****P < 0.0001. Significance was determined by unpaired 2-tailed Student’s *t* test in all panels. Data are presented as mean ± SEM.

**Figure 3:**
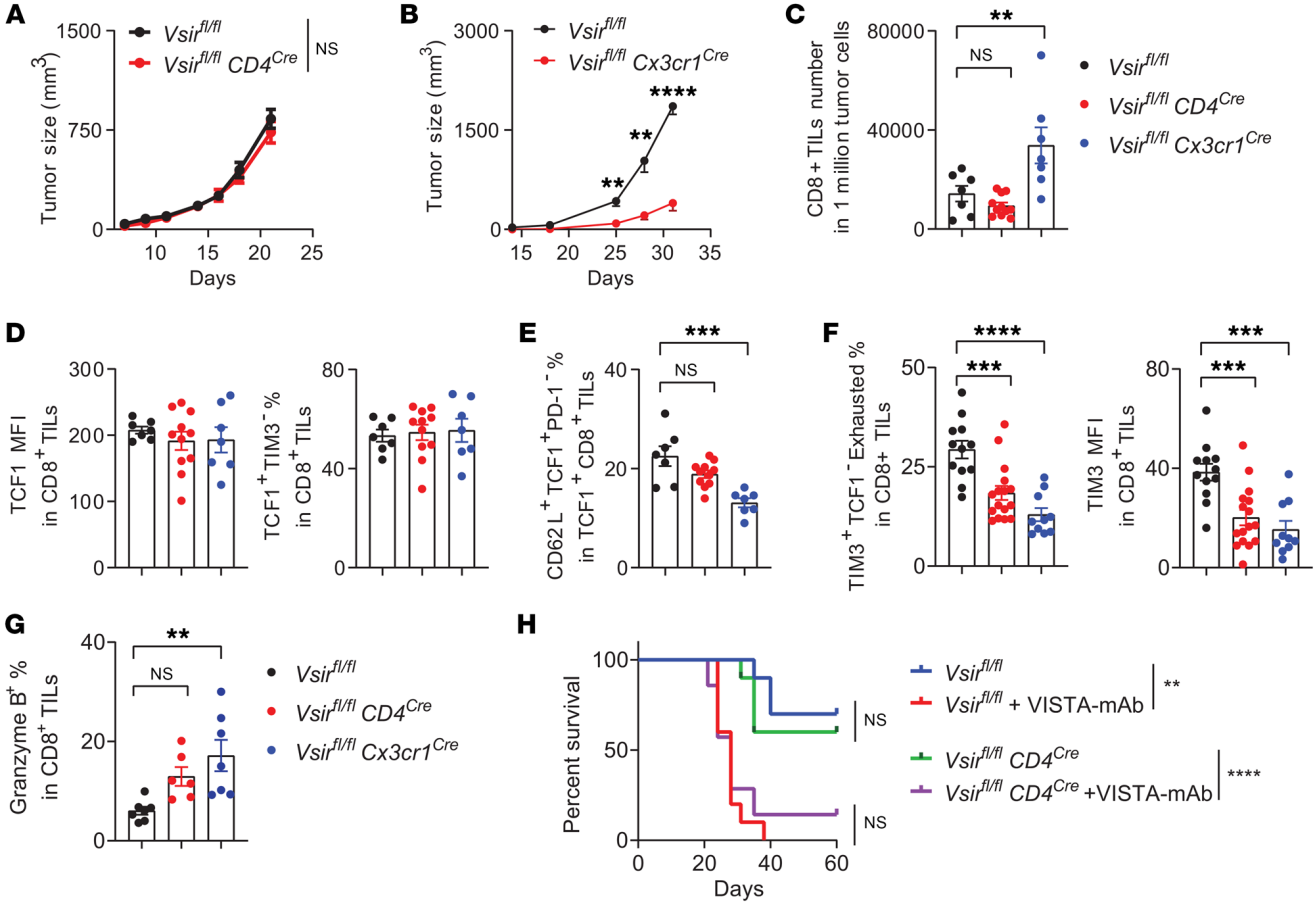
Myeloid-derived VISTA exerted a stronger suppressive effect on antitumor T cell responses than T cell–intrinsic VISTA. (**A** and **B**) T cell–specific VISTA-KO mice (*Vsir^fl/fl^ CD4^Cre^*) (**A**), myeloid-specific VISTA-KO mice (*Vsir^fl/fl^ Cx3cr1^Cre^*) (**B**), and WT controls (*Vsir^fl/fl^*) were inoculated with B16bl6 melanoma cells and treated with a TRP2 peptide vaccine on days 3 and 10. Tumor growths were monitored by a caliper. (**C**–**G**) WT and VISTA conditional KO mice as indicated were inoculated with B16bl6 melanoma cells and treated with 1 reduced dose of vaccine. Phenotypes of CD8^+^ TILs were examined by flow cytometry on days 14–16 after vaccine treatment. Normalized numbers of CD8^+^ TILs are shown in **C**. TCF1 expression levels, measured as MFI, and frequencies of TCF1^+^TIM3^–^ stem-like cells are shown in **D**. Frequencies of TCF1^+^CD62L^+^PD-1^–^ quiescent T cells are shown in **E**. Frequencies of TCF1^–^Tim3^+^ T cells and TIM3 expression levels are shown in **F**. Granzyme B expression is shown in **G**. (**H**) Mice were inoculated with B16bl6 melanoma and treated with peptide vaccine on days 3 and 10 or treated with anti-VISTA antibodies (200 mg per mouse) every 2–3 days. Mice survival up to 60 days after tumor inoculation is shown. Data are presented as mean ± SEM. For **A**, *N* = 10 (*Vsir^fl/fl^*) and 9 (*Vsir^fl/fl^* *CD4^Cre^*). For **B**, *N* = 10 (*Vsir^fl/fl^*) and 11 (*Vsir^fl/fl^* *Cx3cr1^Cre^*). For **C**–**E**, *N* = 7 (*Vsir^fl/fl^*), 11 (*Vsir^fl/fl^* *CD4^Cre^*), and 7 (*Vsir^fl/fl^* *Cx3cr1^Cre^*). For **F**, *N* = 12 (*Vsir^fl/fl^*), 16 (*Vsir^fl/fl^* *CD4^Cre^*), and 10 (*Vsir^fl/fl^* *Cx3cr1^Cre^*). For **G**, *N* = 7 (*Vsir^fl/fl^*), 6 (*Vsir^fl/fl^* *CD4^Cre^*), and 7 (*Vsir^fl/fl^* *Cx3cr1^Cre^*). For **H**, *N* = 7 (*Vsir^fl/fl^*), 10 (*Vsir^fl/fl^*+mAb), 9 (*Vsir^fl/fl^* *CD4^Cre^*), and 10 (*Vsir^fl/fl^CD4^Cre^*+mAb). **P < 0.01, ***P < 0.001, ****P < 0.0001. Significance was determined using 2-way ANOVA with a Šidák’s multiple-comparison test (**A** and **B**), 1-way ANOVA (**C** and **E**–**G**), or log-rank Mantel-Cox test (**H**). All experiments were repeated 2–3 times.

**Figure 4:**
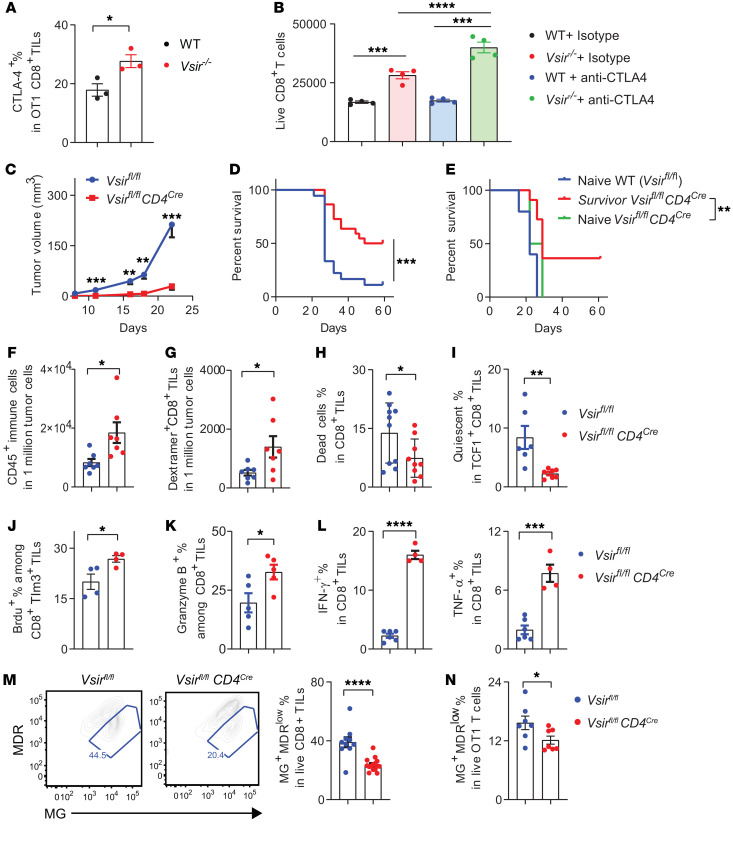
T cell–intrinsic VISTA deficiency synergized with CTLA-4 blockade to boost antitumor T cell responses. (**A**) CTLA-4 expression on tumor-infiltrating OT1 T cells adoptively transferred into mice bearing B16.OVA tumors. *N* = 3. (**B**) WT and *Vsir^–/–^* CD8^+^ T cells were activated with anti-CD3 in the presence of anti–CTLA-4 antibody or isotype IgG. Expanded live T cells after 72 hours were enumerated. *N* = 4. (**C** and **D**) VISTA-KO mice (*Vsir^fl/fl^ CD4^Cre^*, *N* = 22) and WT controls (*N* = 18) bearing B16bl6 tumors were treated with a peptide vaccine and anti–CTLA-4 antibodies. Tumor progression is shown in **C**. Mice survival up to 60 days is shown in **D**. (**E**) Tumor-free mice were rechallenged with melanoma cells and monitored for tumor growth. *N* = 5 (naive WT), 11 (tumor-free *Vsir^fl/fl^* *CD4^Cre^*), and 4 (naive *Vsir^fl/fl^* *CD4^Cre^*). (**F**–**M**) CD8^+^ TILs were analyzed on day 16 after treatment with the vaccine and anti-CTLA4 antibodies. (**F**) Numbers of CD45^+^ TILs. (**G**) Frequencies of CD8^+^ TILs recognized by TRP2-specific dextramer. *N* = 7 for **F** and **G**. (**H**) Frequencies of dead CD8^+^ TILs. *N* = 10 (*Vsir^fl/fl^*), 9 (*Vsir^fl/fl^* *CD4^Cre^*). (**I**) Frequencies of quiescent CD8^+^ TILs (TCF1^+^CD62L^+^PD-1^–^). *N* = 6. (**J**) Frequencies of BrdU-incorporating CD8^+^ TILs. *N* = 4. (**K**) Expression of granzyme B (*N* = 5). (**L**) Expression of IFN-γ and TNF-α. *N* = 6 (*Vsir^fl/fl^*) and 4 (*Vsir^fl/fl^* *CD4^Cre^*). (**M**) Representative flow plots of CD8^+^ TILs stained with MG and MDR dyes and frequencies of MG^+^MDR^lo^ cells. (**N**) WT and *Vsir^–/–^* OT1 T cells (*N* = 7) were cotransferred at a 1:1 ratio into mice bearing B16.OVA tumors and analyzed after 9 days. Frequencies of MG^+^MDR^lo^ OT1 TILs are shown. For **M**, *N* = 10 (*Vsir^fl/fl^*) and 15 (*Vsir^fl/fl^* *CD4^Cre^*). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Significance was assessed using unpaired 2-tailed Student’s *t* test (**A** and **F**–**N**), 1-way ANOVA (**B**), 2-way ANOVA with a Šidák’s multiple-comparison test (**C**), or log-rank Mantel-Cox test (**D** and **E**). Data are presented as mean ± SEM. All experiments were repeated 2–3 times.

**Figure 5:**
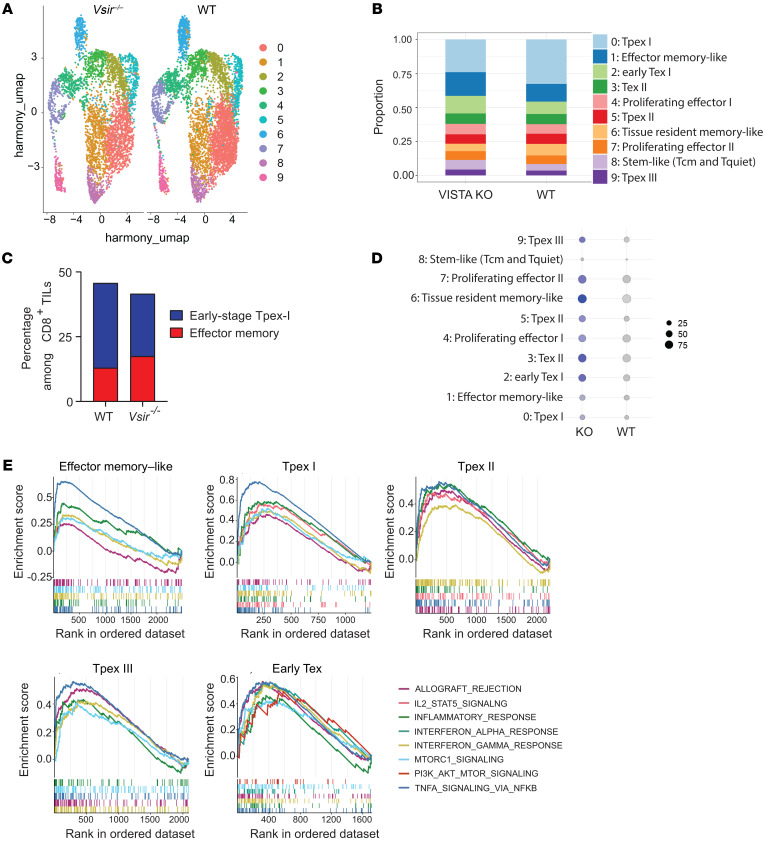
Single-cell transcriptome analysis revealed the molecular pathways in CD8^+^ T cells that were regulated by T cell–intrinsic VISTA. T cell–specific VISTA-KO mice (*Vsir^fl/fl^ CD4^Cre^*) and WT littermates bearing B16 melanoma were treated with a combination of peptide vaccine and anti–CTLA-4 antibodies. On day 18 after treatment, CD8^+^ TILs were isolated from pooled tumor tissues (6–8 tumors for each genotype) and analyzed by scRNA-seq. (**A**) UMAP clusters of CD8^+^ TIL subsets. (**B**) The identities and proportions of WT and *Vsir^–/–^* CD8^+^ TIL subsets. (**C**) The proportions of the early-stage Tpex-I and effector memory Tem subsets in WT versus *Vsir^–/–^* CD8^+^ TILs. (**D**) *Ctla4* gene expression in WT and *Vsir^–/–^* CD8^+^ TIL subsets. (**E**) GSEA leading-edge analysis of CD8^+^ TILs was performed to identify molecular pathways enriched in *Vsir^–/–^* CD8^+^ TILs. Shared molecular pathways enriched in several *Vsir^–/–^* CD8^+^ TIL subsets are shown.

**Figure 6:**
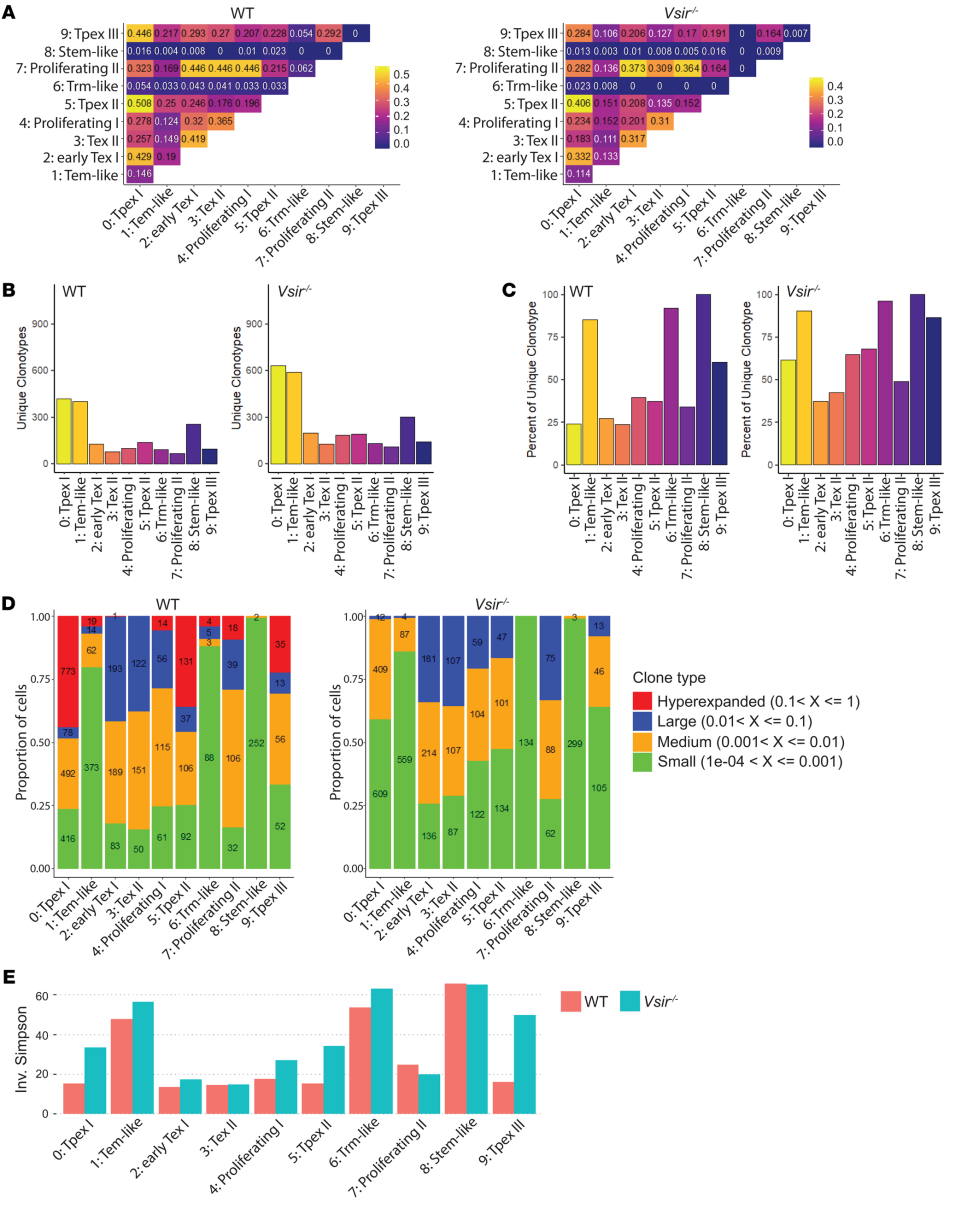
Single-cell TCR analysis revealed increased TCR repertoire diversity in VISTA-deficient CD8^+^ TILs. The TCR repertoire of WT and VISTA-deficient CD8^+^ TILs was sequenced and analyzed. (**A**) The extent of clonotype overlap between CTL subsets was quantified. (**B**) The number of unique TCR clonotypes was quantified within each CTL subset. (**C**) The percentages of cells harboring unique TCR clonotypes are displayed for each CTL subset. (**D**) TCR clonotypes were classified based on their expansion levels into hyperexpanded, large, medium, and small categories, and their distribution across each CTL subset is presented. (**E**) The overall TCR repertoire diversity was quantified using the inverse Simpson index and presented for each T cell subset.

**Figure 7:**
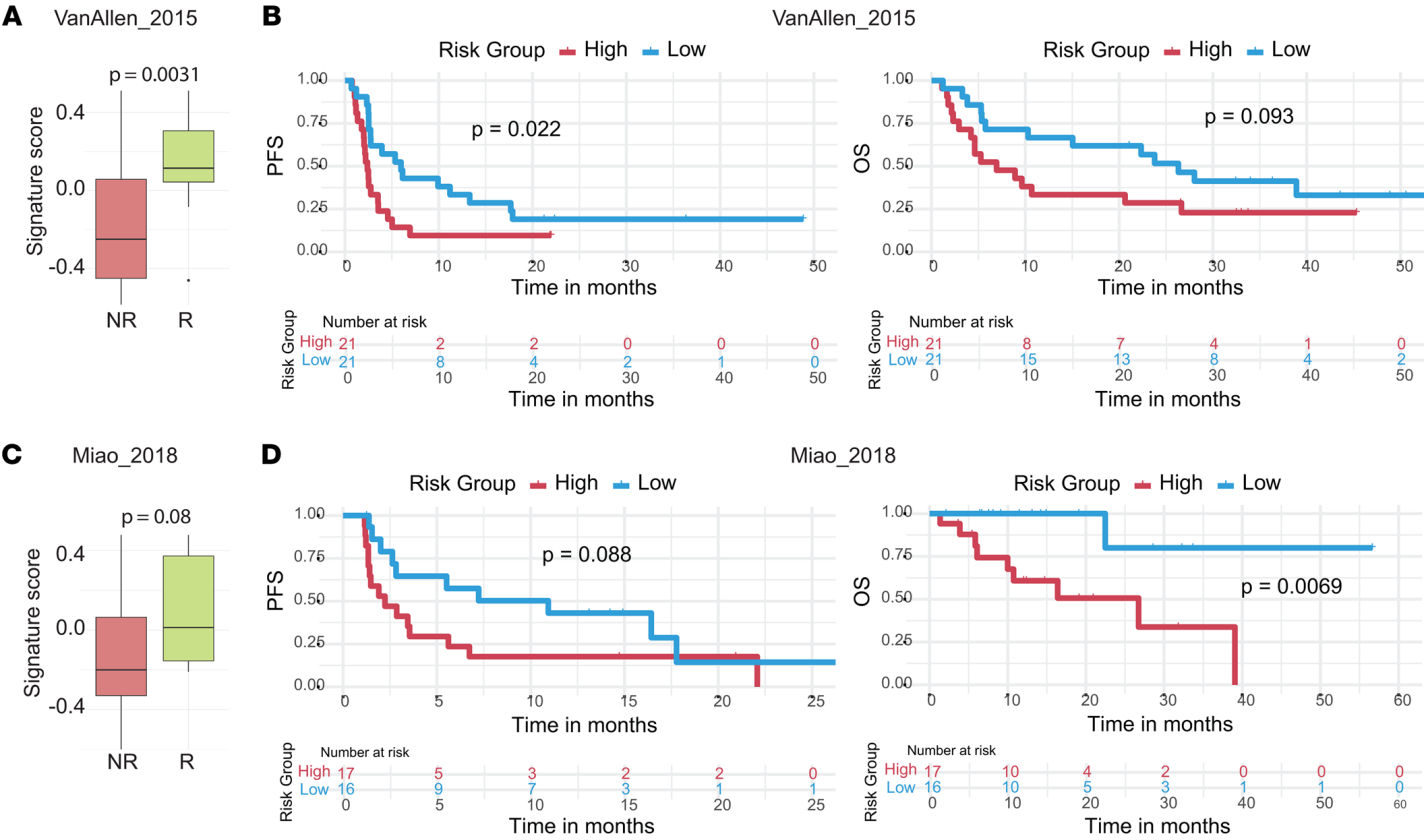
The prognostic role of the VISTA^deficient^ CTL gene signature in human cancers treated with ICI. Bulk RNA-seq datasets, including the melanoma study by Van Allen et al. (46) (**A** and **B**) and the clear-cell renal cell carcinoma study by Miao et al. (47) (**C** and **D**), were analyzed. Expression of the VISTA^deficient^ CTL signature is shown in **A** and **C**. The association between the signature score and survival outcomes, including PFS and OS, is shown in **B** and **D**. Significance was determined using unpaired 2-tailed Student’s *t* test (**A** and **C**) and log-rank Mantel-Cox test (**B** and **D**).

# Supplementary material for: T cell–intrinsic VISTA expression promotes resistance to CTLA-4 blockade by restricting CD8+ T cell responses
**Source:** J Clin Invest. 2026 Mar 16;136(6):e195668. doi: 10.1172/JCI195668
**Supplement:** Supplemental data

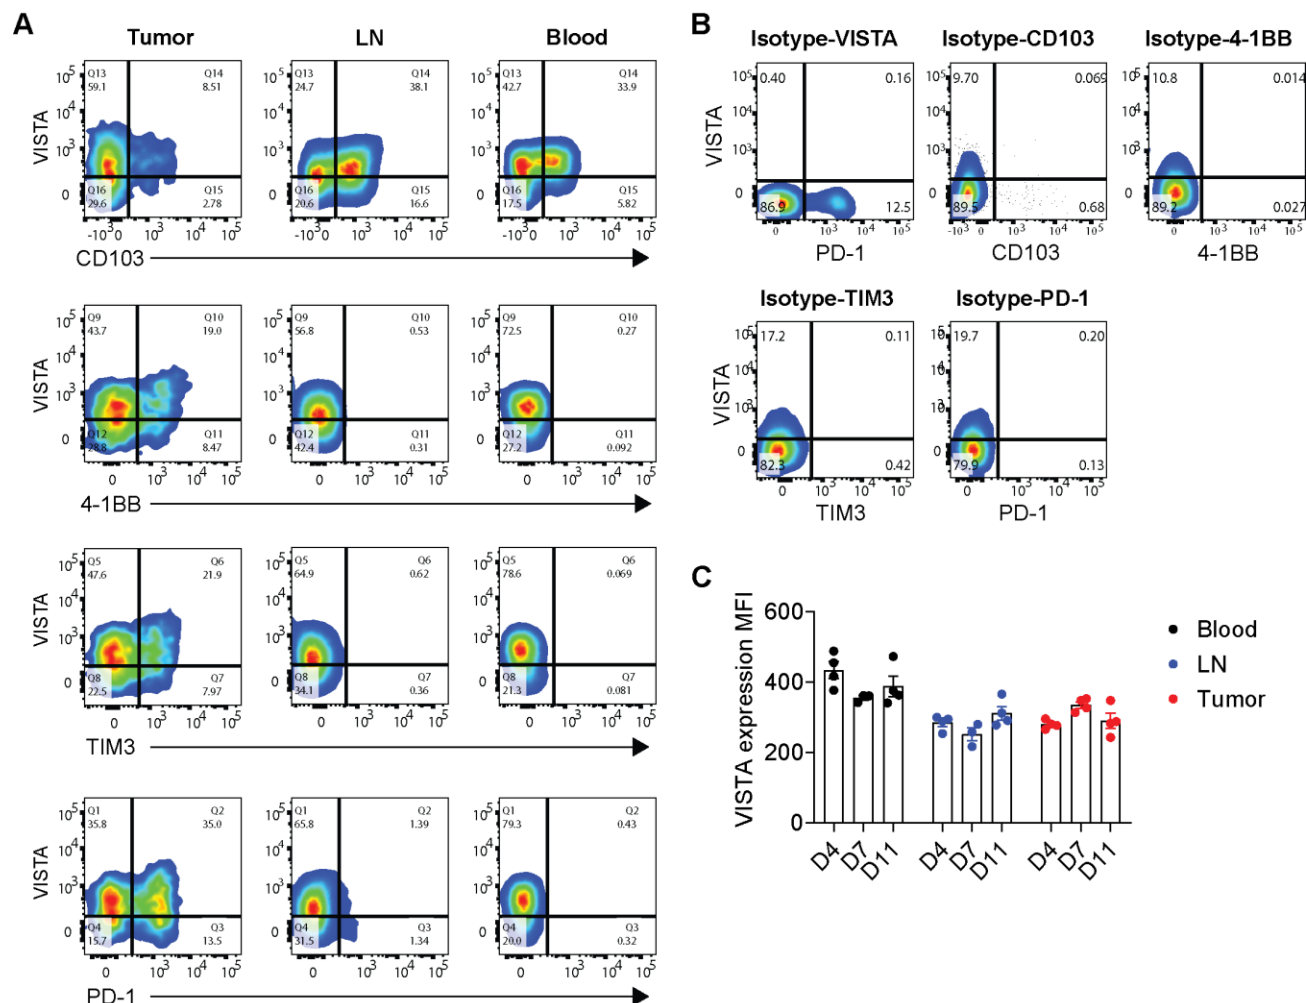

**Supplemental Figure S1. VISTA expression on CD8<sup>+</sup> T cells from B16-OVA tumor-bearing mice.**

Tumor tissues, tumor-draining LN, and blood from mice bearing B16-OVA tumors were harvested on day 4, day 7, and day 11 post tumor inoculation. T cells were stained by antibodies specific for VISTA, CD103, 4-1BB, TIM3, and PD-1, and analyzed by flow cytometry. (A) Representative flow plots show the co-expression of VISTA and other surface markers. (B) Isotype control staining for each protein. (C) VISTA expression on CD8<sup>+</sup> T cells was quantified by mean fluorescence intensity (MFI) and shown here.

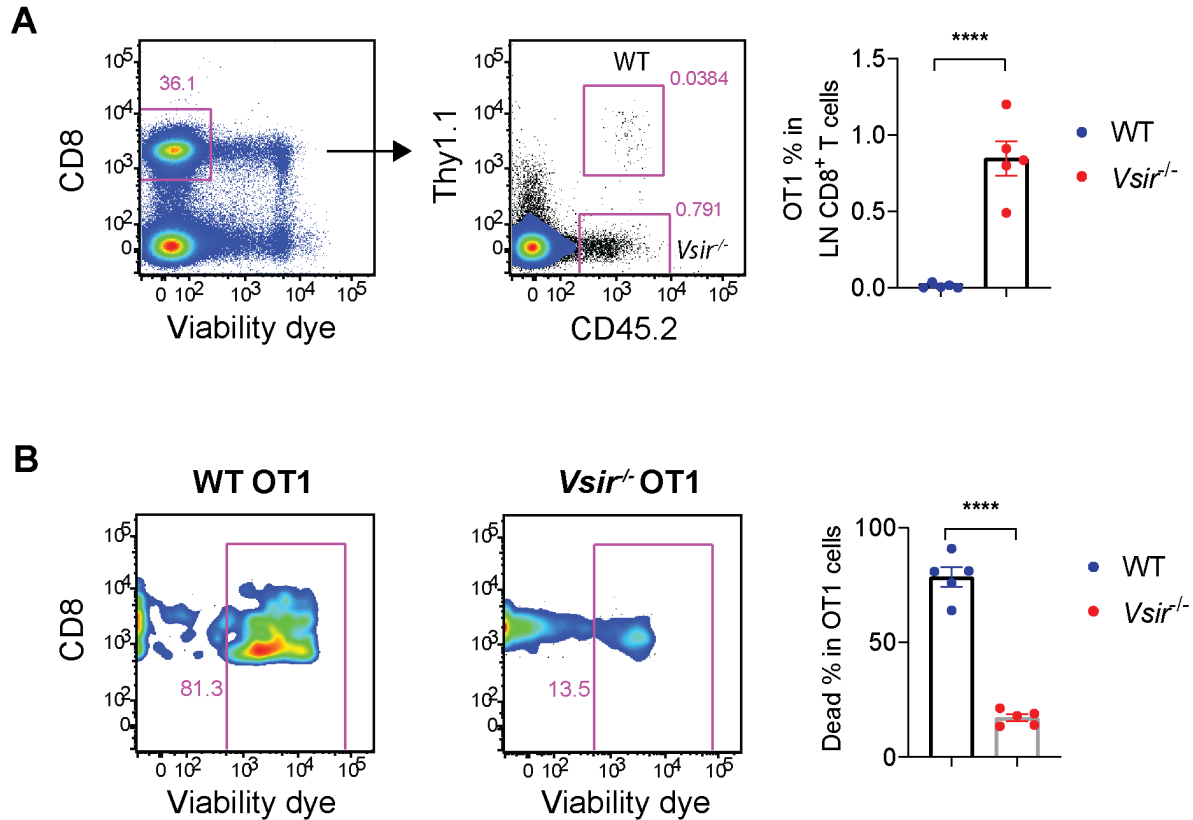

**Supplemental Figure S2. T cell-intrinsic VISTA deficiency augmented the survival and accumulation of tumor-specific T cells in tumor-draining lymph nodes.**

Congenically marked WT OT1 (Thy1.1<sup>+</sup>) and *Vsir*<sup>-/-</sup> OT1 (CD45.2<sup>+</sup>) were mixed at 1:1 ratio (2,500 cell each genotype) and adoptively co-transferred into C57bl/6 mice bearing 4-day established B16.OVA tumors. On day 11 post transfer, tumor-draining lymph nodes were harvested and analyzed by flow cytometry. (A) Representative flow cytometry plots depict the gating strategy. Percentages of WT and *Vsir*<sup>-/-</sup> OT1 T cells among total CD8<sup>+</sup> T cells were quantified and presented. (B) Representative flow cytometry plots depict the detection of dead OT-I cells. Percentages of dead cells were summarized. N=5 in both panels.

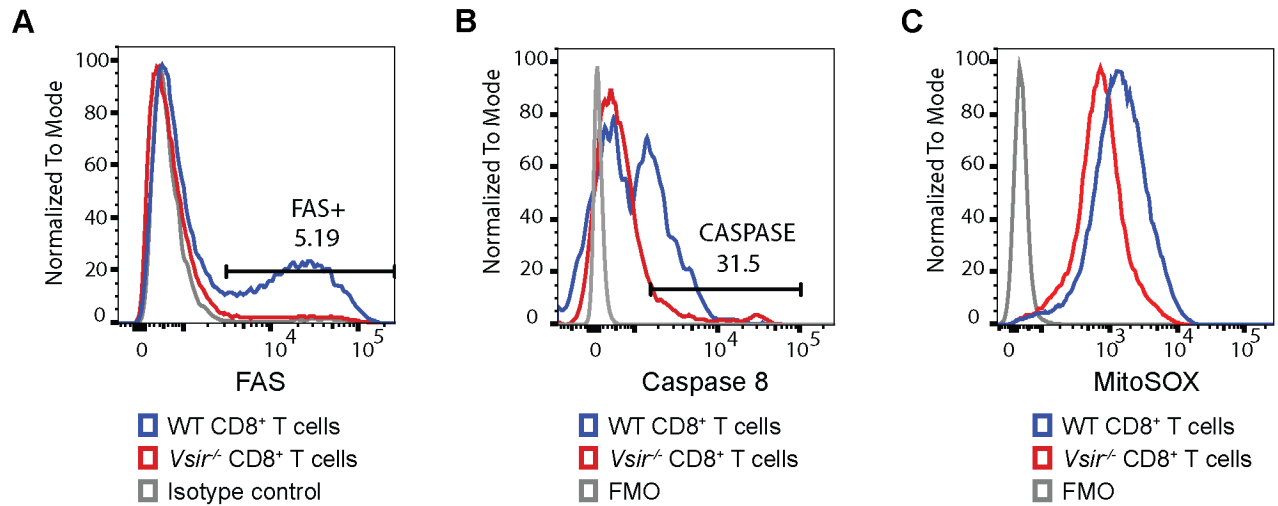

**Supplemental Figure S3. Gating strategy for assessing the expression of FAS, activated Caspase-8, and mitochondrial ROS in CD8<sup>+</sup> T cells.** Splenic WT and *Vsir*<sup>-/-</sup> CD8<sup>+</sup> T cells were purified and stimulated by plate-bound anti-CD3 (3  $\mu$ g/mL) for 48 hours. Expression of FAS (**A**), activated Caspase-8 (**B**), and mitochondrial ROS levels (**C**) were analyzed by flow cytometry. Representative plots were shown.

**A**

In tumor-draining lymph node

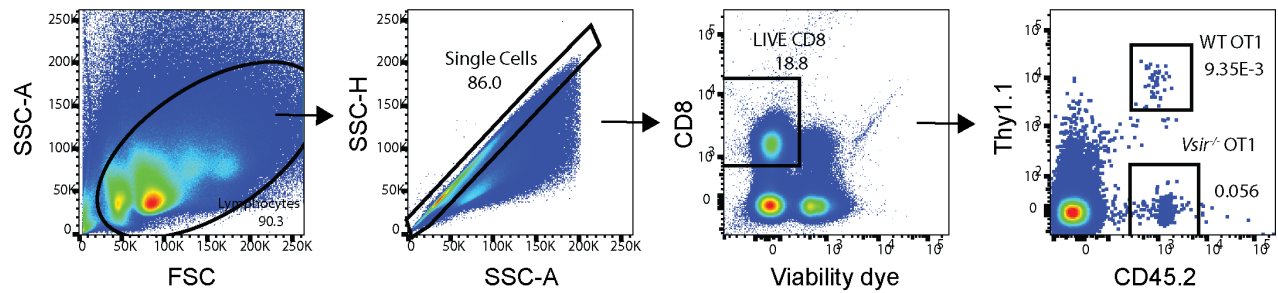**B**

In tumor tissues

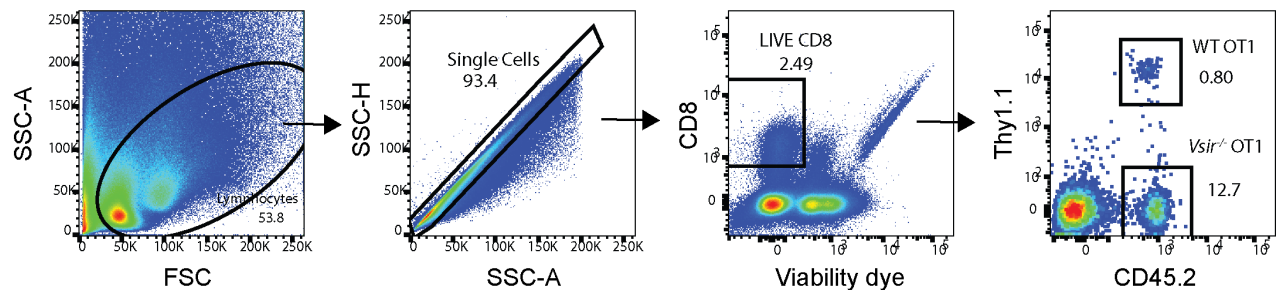

**Supplemental Figure S4. Analysis of OT1 T cells transferred into recipient mice before tumor inoculation.** Congenically marked WT OT1 (Thy1.1<sup>+</sup>CD45.2<sup>+</sup>) and *Vsir*<sup>-/-</sup> OT1 (CD45.2<sup>+</sup>) were mixed at 1:1 ratio (1,000 cell per genotype) and adoptively co-transferred into naive C57bl/6 mice one day prior to B16.OVA tumor inoculation. On day 12 post transfer, tumor-draining lymph nodes and tumor tissues were harvested and analyzed by flow cytometry. Representative flow cytometry plots demonstrate the gating strategy for WT vs *Vsir*<sup>-/-</sup> OT1 T cells in tumor-draining lymph node (**A**) and in tumor tissues (**B**). Representative results from 2 different experiments were shown.

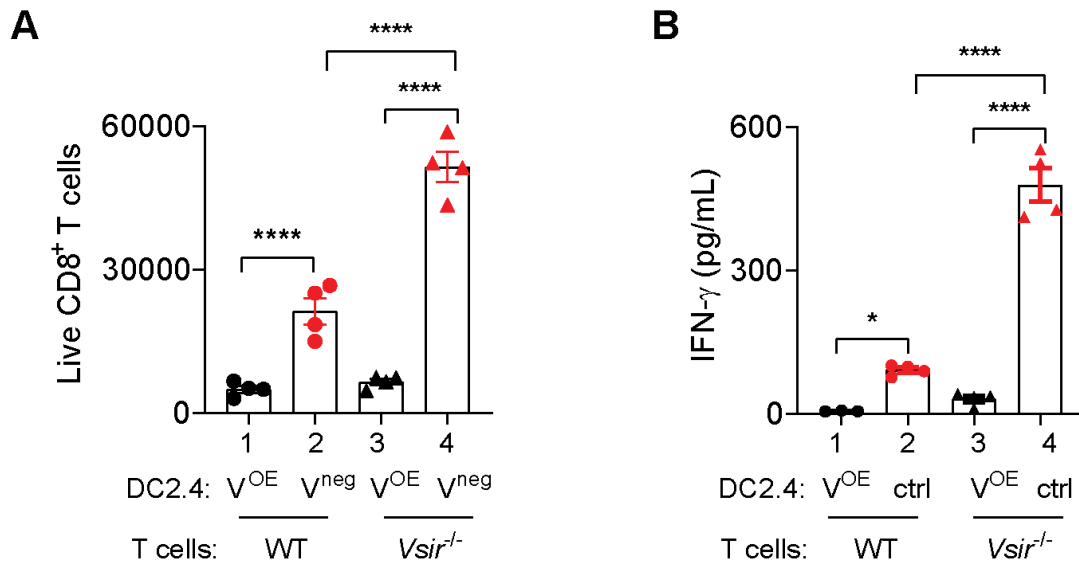

**Supplemental Figure S5. The role of Trans- vs cis- VISTA in suppressing T cell activation.** WT and *VSir*<sup>-/-</sup> OT1 T cells were cocultured with VISTA-expressing (V<sup>OE</sup>) or parental (V<sup>neg</sup>) DC2.4 cells and ovalbumin peptides. Live OT1 T cells were enumerated by flow cytometry after 96 hours of culture. Culture supernatant was collected at 48 hours. Secreted IFN- $\gamma$  was measured by ELISA. N = 4. \* P<0.05, \*\*\*\* P<0.0001.

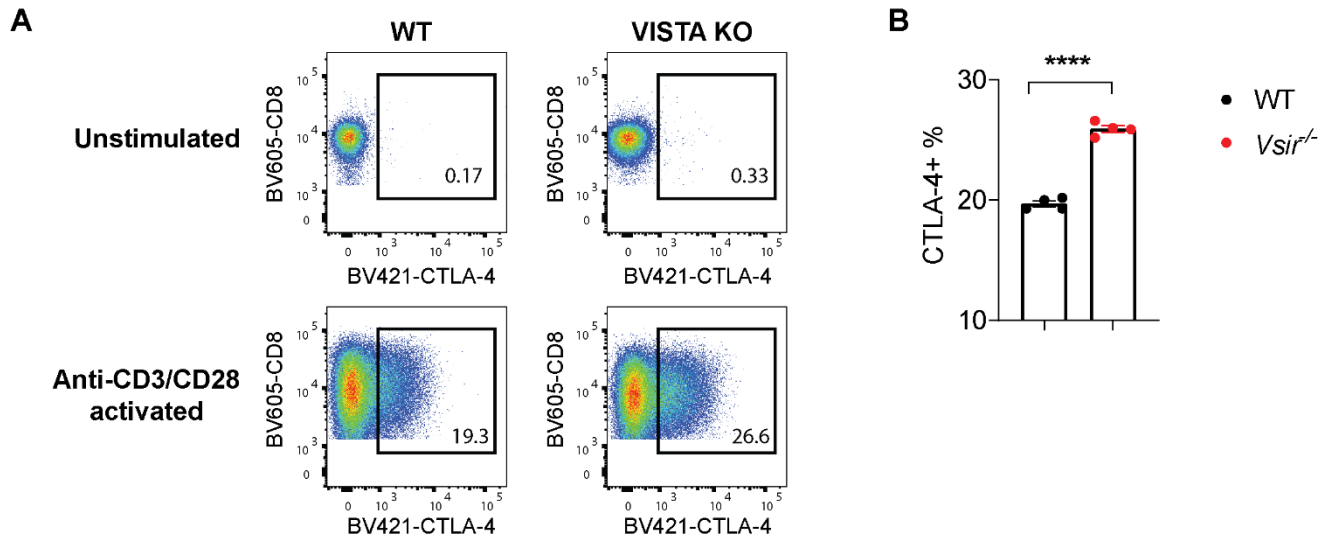

**Supplemental Figure S6. CTLA-4 expression was upregulated in VISTA-deficient CD8<sup>+</sup> T cells.** Naïve WT and *Vista*<sup>-/-</sup> CD8<sup>+</sup> T cells were purified from splenocytes and stimulated with immobilized anti-CD3 (2 µg/mL) and CD28 (2 µg/mL) for 24 hrs. Cells were harvested and stained with anti-CTLA-4 specific antibody and analyzed by flow cytometry. **(A)** Representative flow plots showing CTLA-4 expression in unstimulated and activated CD8<sup>+</sup> T cells. **(B)** The percentages of cells expressing CTLA-4 were summarized. N=4. \*\*\*\*P<0.0001.

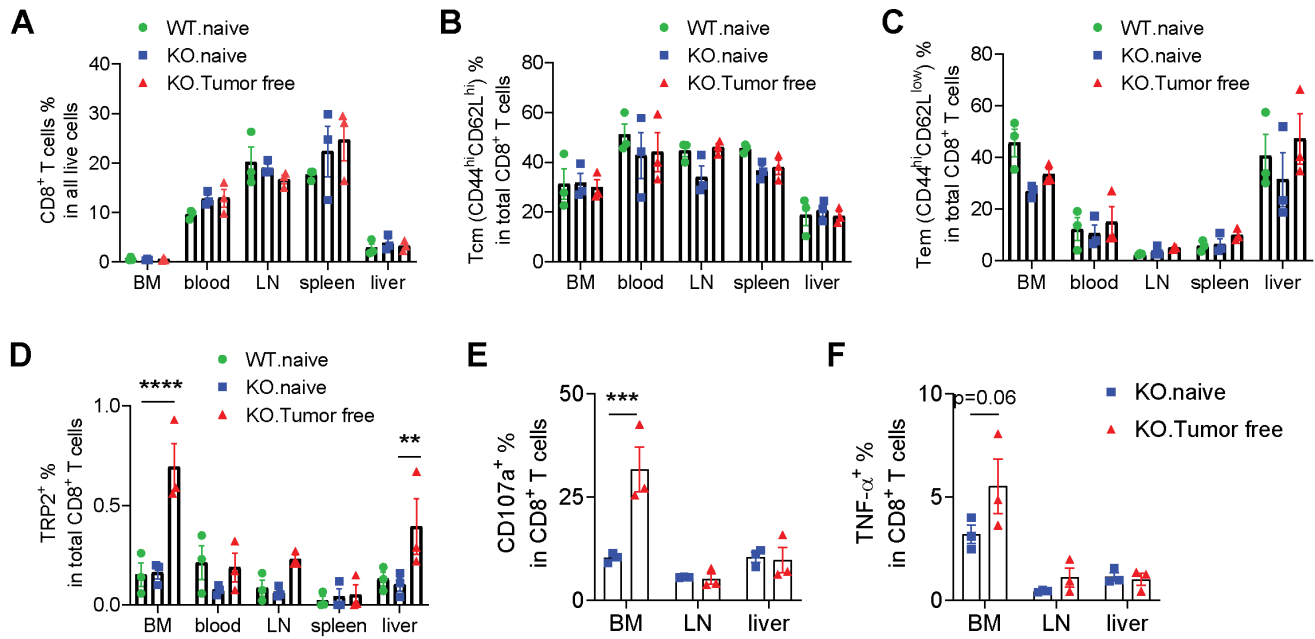

**Supplemental Figure S7. Analysis of the number and phenotype of CD8<sup>+</sup> T cells in tumor-free VISTA KO mice.** T cell-specific VISTA KO mice (*Vista<sup>fl/fl</sup> CD4<sup>Cre</sup>*) that remained tumor-free for > 60 days were analyzed. Naïve WT and VISTA KO mice were analyzed as parallel controls. Spleen, draining lymph node (LN), liver, bone marrow (BM), and blood were harvested for flow cytometry analysis. Shown were the frequencies of CD8<sup>+</sup> T cells among all live cells (**A**), the frequencies of CD44<sup>hi</sup> D62L<sup>hi</sup> central memory cells (Tcm) (**B**), and CD44<sup>hi</sup> D62L<sup>low</sup> effector memory cells (Tem) (**C**) within CD8<sup>+</sup> T cells. TRP2-specific CD8<sup>+</sup> T cells were detected using TRP2-specific dextramer and shown in **D**. To assess the functional responses of TRP2-specific CD8<sup>+</sup> T cells, T cells from BM, LN, and liver were activated *ex vivo* in the presence of TRP2 peptides for 16 hrs. The expression of CD107a and TNF- $\alpha$  was analyzed by flow cytometry and shown in **E-F**. N =3 in all panels. P value was assessed using two-way ANOVA. \*\*\*P<0.001, \*\*\*\*P<0.0001.

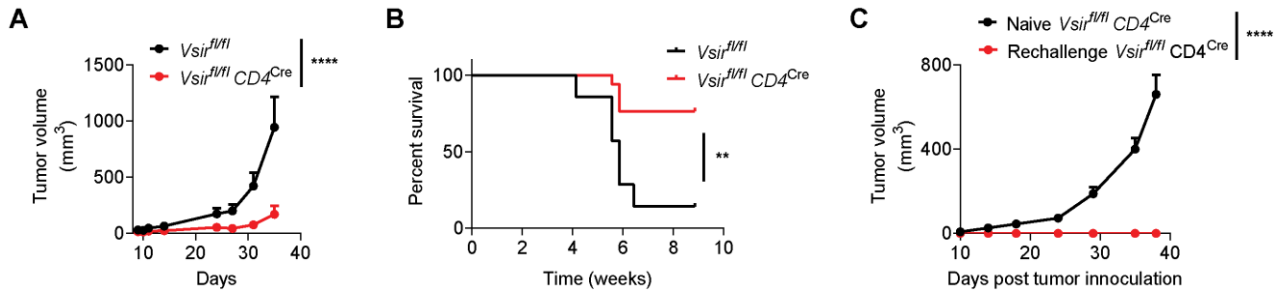

### Supplemental Figure S8. CTLA-4 blockade combined with T cell-intrinsic VISTA deficiency

**effectively control tumor growth in MC38 colon cancer model.** (A) T cell-specific VISTA KO mice (*Vsir<sup>fl/fl</sup> CD4<sup>Cre</sup>*) and WT littermates were inoculated with 50,000 MC38 colon cancer cells on day 0. On day +3, mice received a soluble peptide vaccine formulated with CpG, R848, and peptides. Anti-CTLA-4 antibodies (clone 9H10, 150 µg per mouse) were administered on days +4 and +7. Tumor growth was monitored by a caliper every 3-4 days and shown. (B) Tumor-free survival of mice was monitored for up to 9 weeks post tumor inoculation. (C) VISTA KO mice that remained tumor free for 9 weeks were rechallenged with the same MC38 tumor cells (50,000) at a distant site and monitored for tumor progression and survival. Error bars represent SEM. For panels A-B, N=7 (*Vsir<sup>fl/fl</sup>*), 17 (*Vsir<sup>fl/fl</sup> CD4<sup>Cre</sup>*). \*\*P<0.01, \*\*\*\*P<0.0001. P value was assessed using Student's T test between two groups. Representative results of 2 independent experiments were shown.

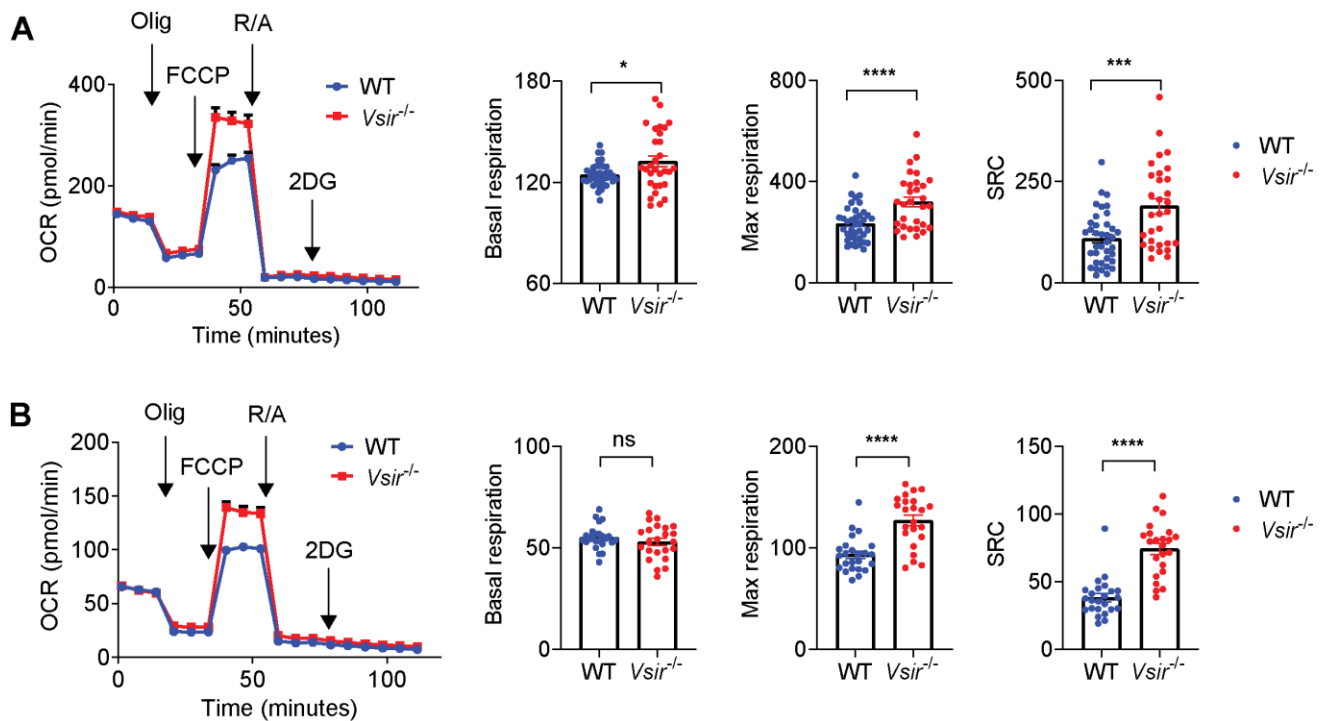

**Supplemental Figure S9. Enhanced mitochondrial function in VISTA-deficient T cells upon acute activation and after chronic stimulation.** (A) Naïve WT and *Vsir*<sup>-/-</sup> OT1 T cells were isolated from the mice spleen and activated in vitro by immobilized anti-CD3 (0.5 µg/mL) and CD28 (0.25 µg/mL) antibodies. After 48 hours, cells were harvested and mitochondrial respiration was assessed using the Agilent Seahorse Mito Stress Test on the Seahorse XFe96 Extracellular Flux Analyzer. Shown are OCR levels at baseline and after treatment with Oligomycin (Olig), FCCP, rotenone/antimycin (R/A), and 2DG. The basal respiration, maximal respiration, and spare respiratory capacity (SRC) were calculated as described in the Methods and presented. (B) WT and *Vsir*<sup>-/-</sup> OT1 T cells were stimulated twice with anti-CD3 and CD28. At 48 hours after second stimulation, cells were harvested and analyzed as in A. Error bars represent SEM. N=44 in panel A. N=44 in panel B. \*P<0.05, \*\*\*P<0.001, \*\*\*\*P<0.0001. P value was assessed using Student's T test between two groups. Representative results of 2 independent experiments were shown.

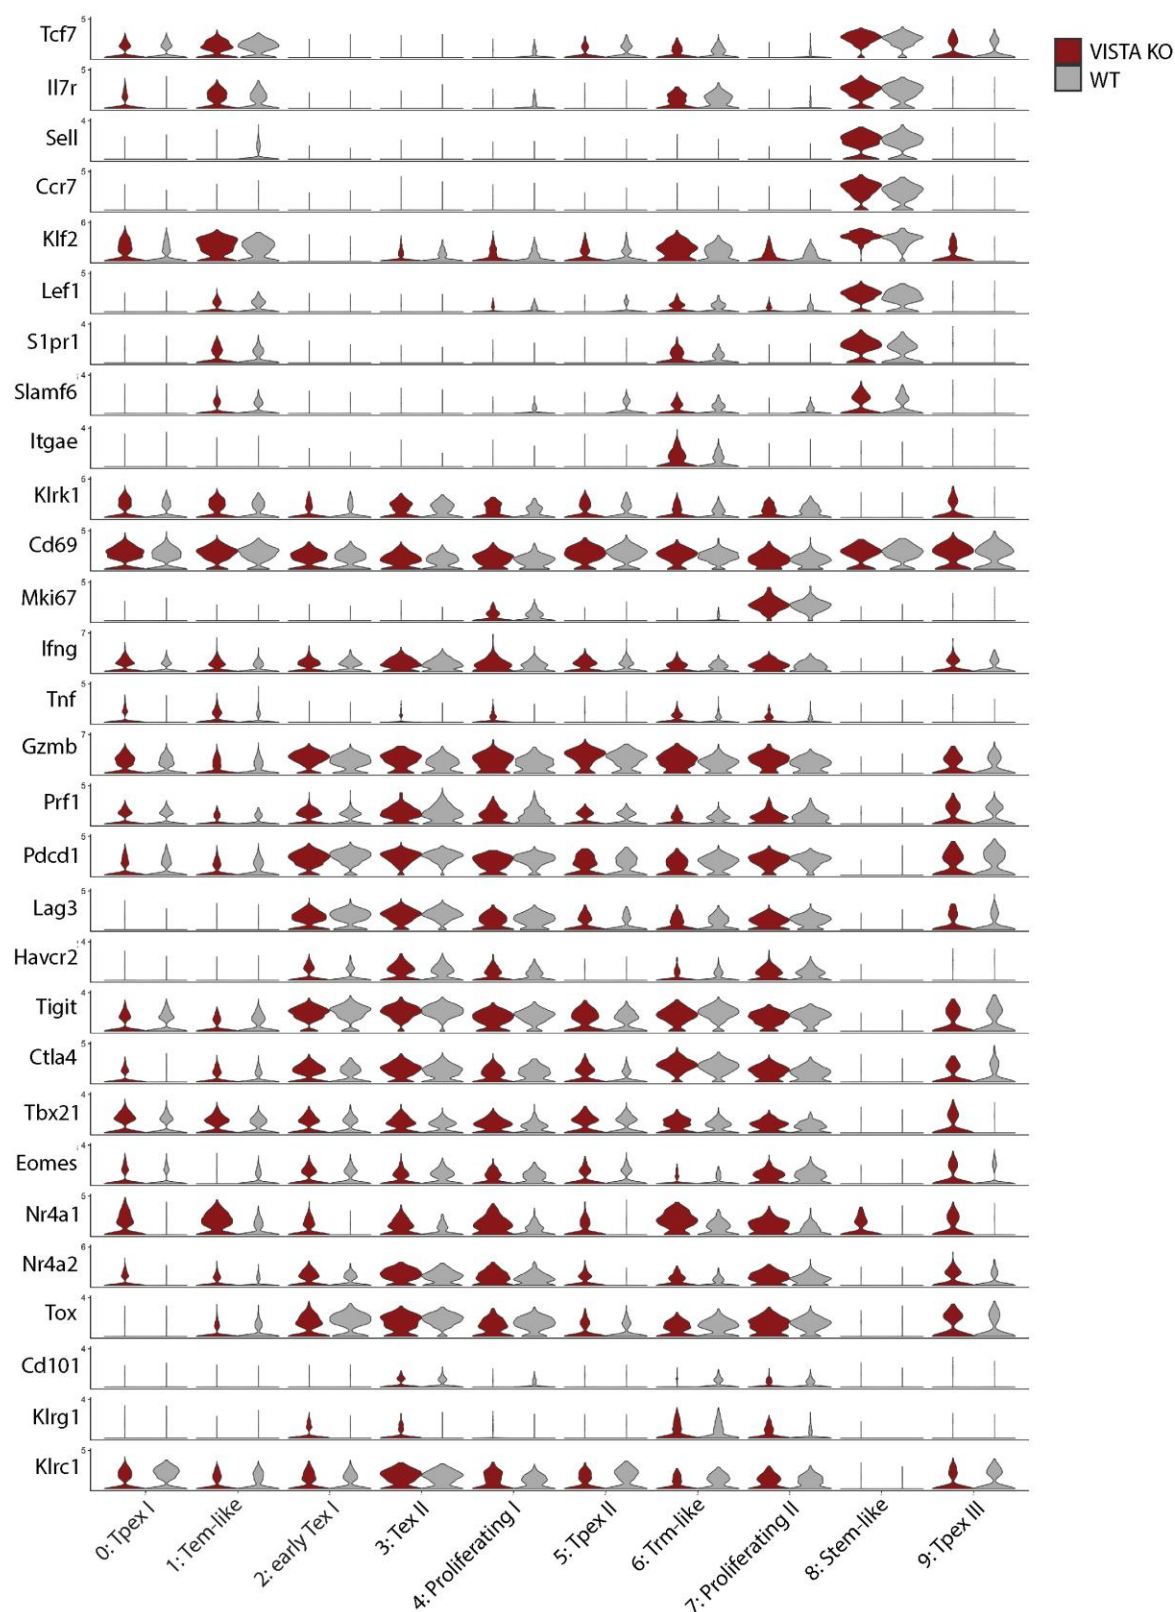

**Supplemental Figure S10. Single-cell transcriptomic analysis of CD8<sup>+</sup> TILs.** This is extended data related to Figure 5. Violin plots show the expression of marker genes that are associated with the differentiation and activation states of CD8<sup>+</sup> TILs.

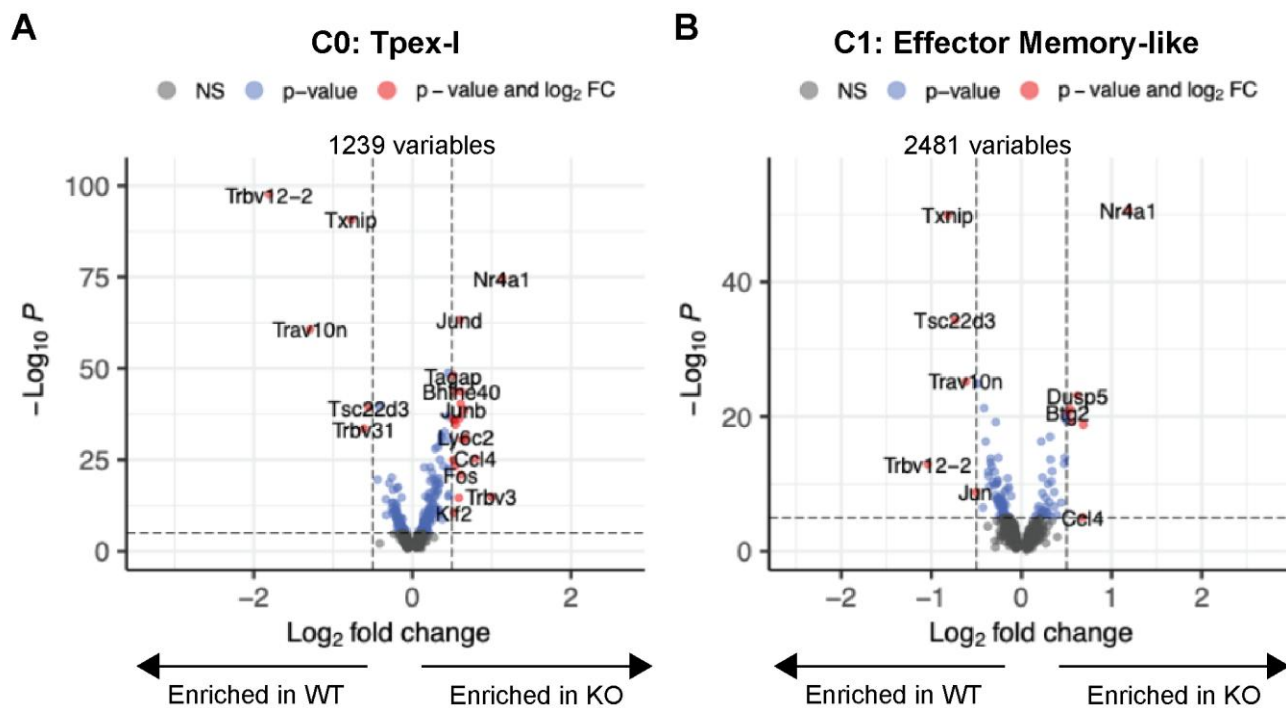

**Supplemental Figure S11. Volcano plots display differentially expressed genes in the Tpex-I (C0) and Effector Memory like (C1) subsets of murine CD8<sup>+</sup> TILs.**

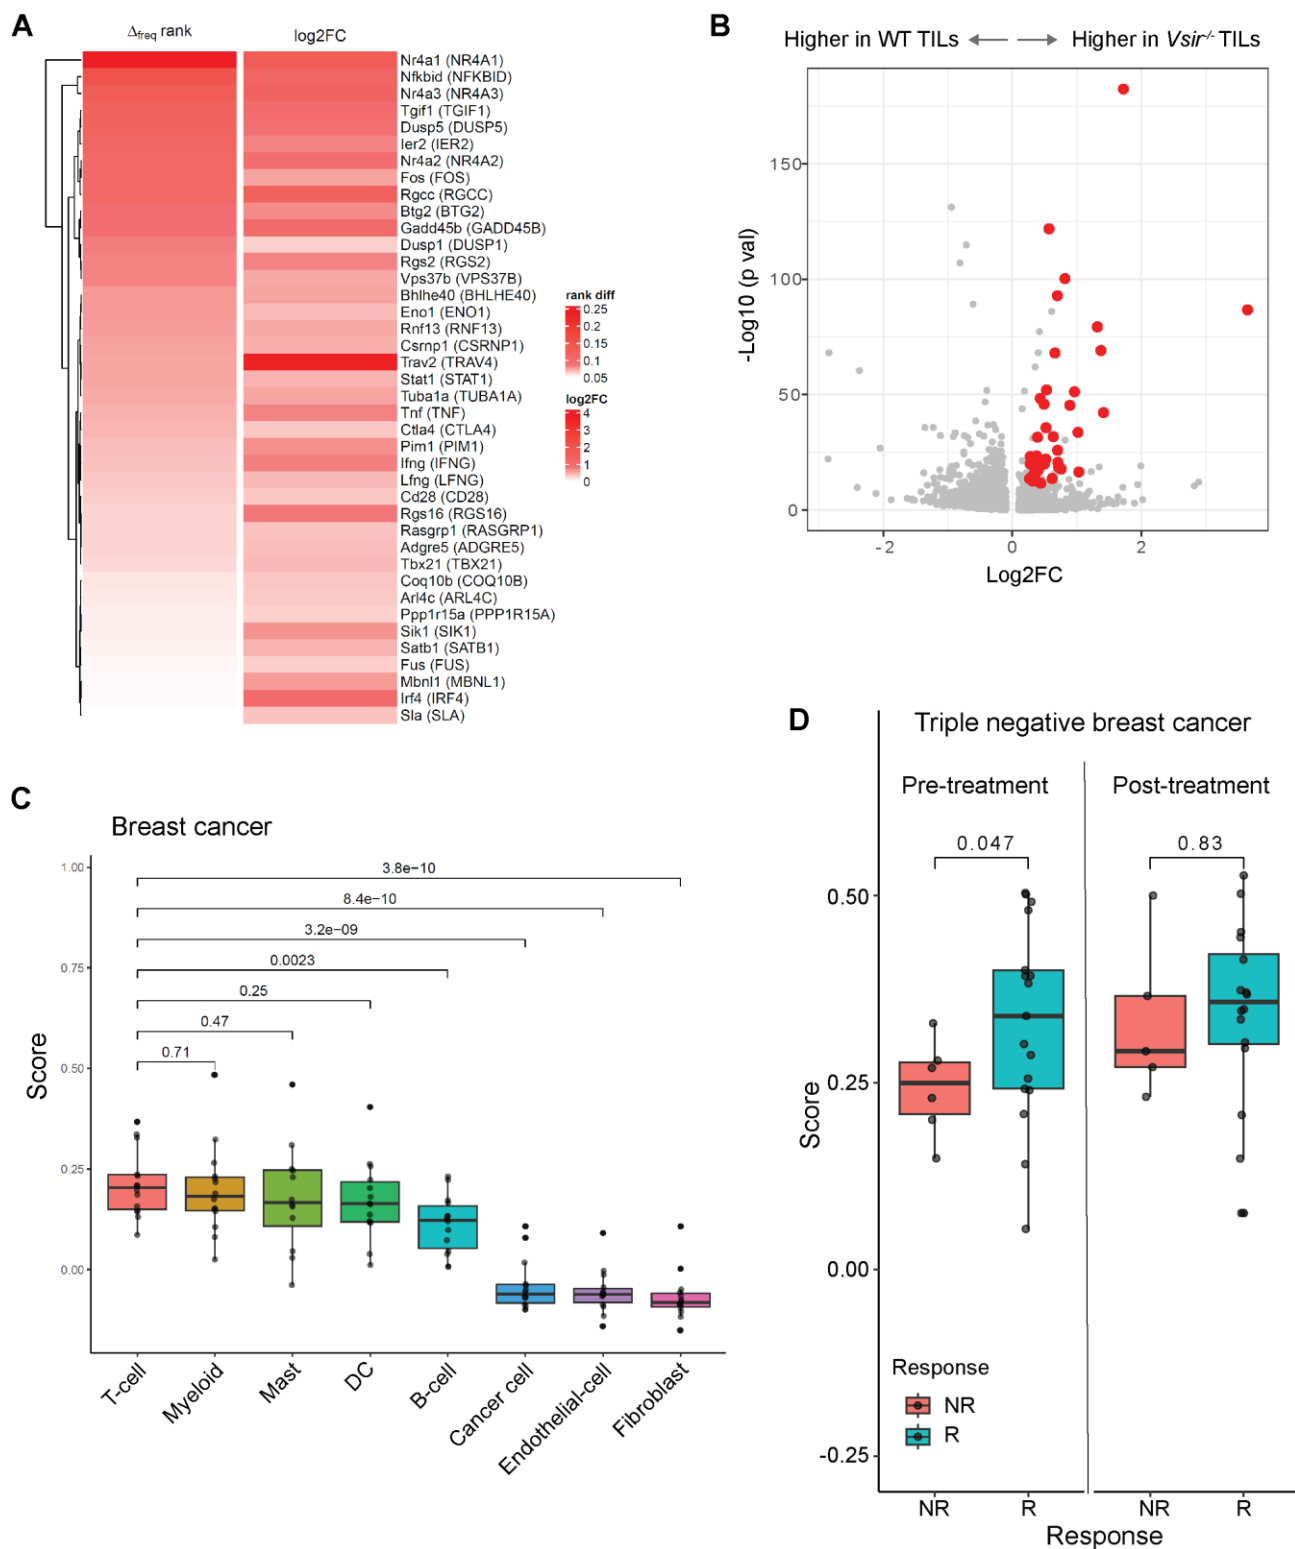

**Supplemental Figure S12. The generation of a gene signature enriched in VISTA-deficient CD8<sup>+</sup> TILs and its expression in human breast cancer.** A 40-gene signature enriched in VISTA-deficient murine CD8<sup>+</sup> TILs was identified. (A) Heatmap depicting gene rankings based on expression frequency

and fold change analyses. **(B)** Volcano plot displaying the log fold changes of ranked genes. **(C)** Expression of the CTL signature was assessed across breast cancer-associated cell populations using a public single-cell RNA-seq dataset. **(D)** Expression of the signature was assessed in CD8<sup>+</sup> TILs from triple-negative breast cancer.

**Supplemental Figure S13.** Subsets of CD8<sup>+</sup> TILs from melanoma tissues were stratified into “High” and “Low” groups based on the median signature score. *Ctla4* expression was analyzed and visualized using dot plots.

How the deposited data were processed for this re-analysis (not part of the article)

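Gene expression and T cell receptors were measured in single cells of B16 tumors from 1 pool of WT mice and 1 pool of VISTA-KO mice, each with 1 gene expression library and 1 receptor library. Pools and libraries were matched to genotypes from the sample labels and the paper. The labels describe a 3′ kit with feature barcodes and the methods a 5′ kit with receptor profiling. The tables hold no feature barcodes, and the receptor contigs call for the 5′ kit. The paper also gives the size of a pool in both mice and tumors, and the numbers differ. None of this changes which library is which.

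The authors aligned the gene expression and receptor reads together with Cell Ranger against mouse references of GRCm38 and deposited raw UMI counts per gene and cell barcode, whole numbers with no normalization and no filter on cells beyond the calling of barcodes. For the receptors, the authors deposited a count of UMIs and a count of reads for each productive contig of the called cells. No values normalized by the authors were used, and the authors' clusters and cell labels were not used here. The versions of Cell Ranger and of its references are the ones the methods name.

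Cells were kept with at least 600 detected genes and under 30% mitochondrial UMIs, the filters of the methods. Cells were log-normalized and clustered in Seurat 5.3.0 under R 4.3.3, with 2000 variable genes that left out T cell receptor genes, 30 principal components and RPCA integration of the libraries in place of Harmony, which the methods name. The first clustering used a resolution of 0.5, and the clustering of the CD8-like cells a resolution of 0.6, the lowest in steps of 0.1 that gave 10 clusters. Cell types were named from fixed markers only. Of 38 clusters, 13 stayed unnamed because they held fewer than 3 detected markers, had leading genes of another type, or had a median UMI count far below that of their library. They held 10.3% of WT and 10.9% of VISTA-KO cells. All further steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, and plots used matplotlib 3.10.9.

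Doublets were kept in the values as given and removed in an alternative. Scrublet, run per library with an expected rate of 8%, marked 0 cells by its own threshold in either library, so its threshold was not used and the cells that scored above percentile 92 of their library were taken. Because many cells share the score at that percentile, these were 699 WT and 724 VISTA-KO cells, fewer than 8%. Together with cells that hold 2 or more productive beta chains, this marked 1044 WT cells (10.2%) and 1130 VISTA-KO cells (11.4%).

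UMIs were summed per library and group of cells and scaled to CPM. Log2 ratios are of VISTA-KO over WT after adding 5 CPM, so that they understate the change of genes with few counts. Named genes were chosen by a fixed rule: every gene the paper names for the single-cell data or labels in Supplemental Figure 11, the 10 highest and 10 lowest log2 ratios among genes with at least 20 CPM in 1 of the libraries and the same direction in every re-derived cluster with at least 100 cells per library (receptor segments ranked apart), the first 10 genes of the ranking by share of cells, Vsir, the sex-linked genes, and the 3 largest clonotypes of each library. Shares of cells with a UMI were compared after thinning each cell to 2000 UMIs. Of the CD8-like cells, 117 WT and 76 VISTA-KO cells had fewer and were left out, and 1510 and 1034 had fewer than the 4000 UMIs of the alternative.

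Gene lists were written by hand and are not the gene sets of the paper's GSEA. Each was described by its median log2 ratio and the percentile of that median among 10000 random lists matched on expression in 20 bins. In CD8-like cells, the heat shock list had a median of -0.03, with 5 of 12 genes higher and a percentile of 40.9. A list of abundant myeloid and melanoma transcripts, which reads free RNA of other cells, had a median of -0.04, with 4 of 8 genes higher and a percentile of 27.9. Lists share genes: 9 of the 12 signature genes are also on another list, and 4 of the 28 immediate-early genes are.

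A clonotype was the V gene and CDR3 nucleotide sequence of the alpha and the beta chain with most UMIs. Numbers of clonotypes, the inverse Simpson index and the overlap coefficient were averaged over 1000 random draws of equal numbers of cells, and clusters entered a pair with at least 20 cells with a clonotype. Hyperexpanded clonotypes are those with over 10% of the cells of a library that have a clonotype.

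With 1 library per genotype there is no replicate, and no p-value, standard error or count of changed genes was computed. Intervals are exact 95% Poisson or Clopper-Pearson intervals and cover counting error only. The interval of a log2 ratio of a named gene, used to call a value moved, combines those of both libraries after the pseudocount is added. The CD8-like cells of WT held 34078014 UMIs and those of VISTA-KO 26549868, which sets the precision of each CPM value. Genes in the smaller clusters rest on few UMIs and have wide intervals.

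The filters, the clustering settings, the markers, the gene lists, the rule for named genes, the definition of a clonotype and most alternatives were chosen before the data were examined. Chosen after seeing the data were the splitting of 7 mixed clusters, the thresholds on Cd8a, Cd8b1 and Cd4 for CD8-like clusters, the use of the highest Scrublet scores, and 6 alternatives: clustering without the genes that differ, the first clusters without splitting, adding low-depth CD8 clusters, drawing equal numbers of clonotypes, and leaving out the largest clonotype of each library or of WT alone with the clusters kept. The methods were tested on simulated data. Of 200 genes changed by known amounts among 5823, 200 were recovered within 0.2 on the log2 scale, and 96.0% of Poisson intervals held the true value. Of random unchanged lists, 3.5% lay above percentile 95. Thinning took a difference in share caused by depth from 22.7 to 0.00412 percentage points. An inverse Simpson index of 76.7 was recovered as 73.5.

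Differential expression tests across cells, gene set enrichment with the paper's own sets, and the human cohorts of the paper were not analysed here. The values of 1 gene that the paper names are not reported here.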

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

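Of the tests in this part, only that of the immediate-early genes in non-T cells was planned, and the tests of the heat shock list, the γδ T-like share, the genes that shift in non-T cells and the regulatory T-like clonotypes were chosen only after the results were seen.

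Immediate-early genes were higher in VISTA-KO in T cells that the paper does not analyse. The median log2 ratio of the list was 0.47 (counting interval 0.43 to 0.53) in CD4-like cells, with 24 of 28 genes higher, and 0.73 (0.69 to 0.77) in regulatory T-like cells, with 26 of 28 higher. Both lie above the CD8-like value of 0.39. Nr4a1 had log2 ratios of 2.14 in CD4-like, 1.94 in regulatory T-like and 1.30 in γδ T-like cells. A general stress response to digestion would raise heat shock genes as well, and the heat shock list was at -0.18 (-0.21 to -0.14) in regulatory T-like cells. A dividing cluster made up 291 of these cells in WT and 109 in VISTA-KO, and no value without that cluster is given. A shift in the mix of cells could therefore lower the list, so that this value cannot decide against a stress response. A difference in handling between the cell suspensions is a candidate explanation that cannot be told apart from the genotype, since each genotype is 1 suspension. In non-T cells the list was at 0.11 (0.02 to 0.16), but the non-T clusters went apart, with 0.33 (0.20 to 0.38) in cells led by Siglech and -0.14 (-0.21 to -0.06) in the others. Nr4a1 itself was higher in non-T cells too, at 1.41. Stronger receptor signaling in T cells without VISTA stays open as an untested biological explanation.

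γδ T-like cells, which the paper does not report on, made up 1.37% (1.15 to 1.61) of WT cells, 140 in all, and 3.90% (3.53 to 4.30) of VISTA-KO cells, 388 in all. The cells were named by their leading genes, such as Cd163l1. Both an alpha and a beta chain were read in 36.4% of them in WT and 54.4% in VISTA-KO, and a Trdc UMI was found in 42.0% over both libraries, so that many of them are not γδ T cells and the share of γδ T cells proper is not known. A looser enrichment or sort could let more cells other than CD4+ and CD8+ T cells into the VISTA-KO library. Non-T cells went the other way, from 3.33% (2.99 to 3.69) in WT to 2.00% (1.73 to 2.30) in VISTA-KO, which argues against a looser sort as the cause. The sort on CD4 and CD8 sets how many γδ T cells are seen at all, and a difference between the pooled mice stays open, as does an effect of the genotype. Neither was tested.

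The receptor repertoire of regulatory T-like cells was also more diverse in VISTA-KO. The inverse Simpson index at equal numbers of cells was 232 in WT and 778 in VISTA-KO, a ratio of 3.36, while CD4-like cells gave 395 and 419, a ratio of 1.06. Without the 3 largest clonotypes of each library the ratio in regulatory T-like cells was 1.85, so that a few expanded WT clonotypes account for part of the difference at most. Both chains were read in 55.5% of regulatory T-like cells in WT and 72.8% in VISTA-KO, and whether the cells without a receptor differ was not tested. The number of mice that contributed cells to each pool could also set the number of clonotypes and is not known.

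The gene with the lowest log2 ratio in CD8-like cells, Gm42031, was at -2.29, and it was also low in VISTA-KO in CD4-like cells (-1.89) and regulatory T-like cells (-2.53). An effect of the deletion that is confined to T cells would leave it level in non-T cells, where it was at -2.25, which argues against that explanation. In non-T cells, Gm46620 was at -1.47, Gm43305 at -0.99, mt-Atp8 at -0.71 and Gm21887 at 1.77, each in the same direction as in CD8-like cells. The genes were chosen from their values in CD8-like cells. A difference between the libraries in chemistry, strain background or sequencing may move them in every cell type, as may a genotype effect that reaches beyond T cells. None of these was tested.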

How the results depend on the processing

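In this part, clustering without the genes that differ, the first clusters without splitting, adding low-depth CD8 clusters, drawing equal numbers of clonotypes, and leaving out the largest clonotype of each library or of WT alone with the clusters kept are the tests that were chosen only after the results were seen.

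No paired analysis was possible because each genotype has 1 sample. With 1 library per genotype no result has a test, and a value is called moved here when it left the counting interval or the range of draws of the value as given. The cause of a move was not tested unless it is named.

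The share of CD8+ cells in WT, 47.4% as given, was 48.6% with at least 1000 detected genes, 49.2% with doublets removed, 49.6% with low-depth clusters added, 54.3% by the cells' own UMIs and 44.4% with the first clusters unsplit. The VISTA-KO share of 39.5% moved to 41.5%, 43.7% and 36.0% under the last 3 of these, and stayed below that of WT under all of them. Under 10% mitochondrial UMIs no CD8-like cell is removed, so that this setting tests nothing.

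Leaving out the largest clonotype of each library reversed the difference in re-derived cluster 0, and left that in re-derived cluster 1 below 0 with an interval that includes 0. Re-clustered without it, VISTA-KO minus WT was 3.00 percentage points in re-derived cluster 0, -1.05 in re-derived cluster 1 and 3.25 in re-derived cluster 2. With the clusters kept these were 4.02, -1.52 and 3.30, and re-derived cluster 3 turned from 0.745 to -1.23 (-2.46 to -0.0095). Re-derived clusters 7 and 8 also changed sign then, with intervals that include 0. The cells removed show the cause, since 80.0% of the largest WT clonotype lay in re-derived cluster 0. Removing the WT clonotype alone gave 2.77 points in re-derived cluster 0, 0.895 (-0.860 to 2.65) in re-derived cluster 1 and 2.06 in re-derived cluster 2. Without integration re-derived cluster 1 differed by 9.33 points, and with receptor genes kept re-derived cluster 0 differed by -5.02 points. Otherwise the differences in re-derived clusters 0, 1 and 2 kept their direction. In some clusterings a re-derived cluster had no counterpart and got no value.

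The ratio of Ctla4 was 1.58 as a mean over cells, 1.28 by the cells' own UMIs, 1.24 without the largest clonotypes and 1.08 with the first clusters unsplit, which keep dividing regulatory T-like cells among the CD8-like cells. It stayed above 1 throughout. The difference in the share of cells with a Ctla4 UMI was 8.79 points as given, and 12.0 both without thinning and with thinning to 4000 UMIs. The share with Xist differed by 4.16 points without thinning.

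The median absolute log2 ratio of all genes was 0.0816 without receptor, mitochondrial and ribosomal protein genes, 0.0733 with scaling by the median ratio, 0.0847 as a mean over cells, 0.0748 with equal cluster weights, 0.0726 by the cells' own UMIs, 0.0860 without the largest clonotypes and 0.0829 with a pseudocount of 1. Over 74 named genes and 732 values under the alternatives other than under 10% mitochondrial UMIs, 526 stayed within their interval, 194 moved without a reversal and 12 reversed, in 8 genes. None of these 8 is among the 10 highest or 10 lowest. Reversals were Tcf7 (-0.056 with equal weights, -0.015 by own UMIs), Prf1 (0.067 and 0.032 under the same settings), Lag3 (0.071 as a mean over cells, 0.14 with equal weights), Lef1 (-0.063), Itgae (-0.18) and Mki67 (-0.023) with the first clusters unsplit, and Mki67 (-0.069), Slamf6 (0.072) and Trbv31 (0.54) without the largest clonotypes.

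Gene lists moved as follows. With equal cluster weights the immediate-early list was at 0.36, the interferon list at 0.035 and the IL-2 and STAT5 list at 0.054. As a mean over cells, the interferon list was at 0.058, the mTORC1 list at 0.054 and the signature genes at 0.55. With scaling by the median ratio, the TNF and NF-κB list was at 0.14 and the signature at 0.51. By the cells' own UMIs the immediate-early list was at 0.36 and mTORC1 at 0.062. Without the largest clonotypes the interferon list was at 0.18, IL-2 and STAT5 at 0.17 and the signature at 0.43. The heat shock list, at -0.03 as given, was at 0.067 as a mean over cells and at -0.13 without the largest clonotypes. With the first clusters unsplit, immediate-early was at 0.46, interferon at 0.18, IL-2 and STAT5 at 0.18 and the signature at 0.54. A pseudocount of 1 gave 0.45 for immediate-early, and removal of doublets gave 0.17 for interferon. No list whose counting interval excluded 0 changed direction. Of the 40 genes ranked first, 26 were shared without thinning, 31 with thinning to 4000 UMIs and 36 by the cells' own UMIs.

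The ratio of clonotypes was 1.75 for the beta chain only, 1.74 for at least 1 chain and 1.66 by the cells' own UMIs. It was 1.53 without the largest clonotypes, 1.45 without the 3 largest and 1.56 with all cells. The ratio of the inverse Simpson index was 6.86, 7.04, 3.31 without the largest and 2.82 without the 3 largest, the first 2 for the beta chain and for at least 1 chain. The share of hyperexpanded cells in VISTA-KO was lower by 24.5 points for at least 1 chain, and the difference was -10.3 points without the largest clonotypes. The latter value rests on a WT clonotype of 284 cells, which is 7.61% of cells as given. It passes 10% only because 2754 WT cells are left, so that this setting does not test the direction. The median difference in overlap was -0.0186 by the Jaccard index, -0.0127 by the Morisita-Horn index and -0.0549 without the largest clonotypes. The ratios and the overlap difference kept their direction, and so did the hyperexpanded share for at least 1 chain. Without the 3 largest clonotypes of each library, no clonotype was hyperexpanded in either library, so that this difference vanished. Cell Ranger's own clonotype was not run, because its field is empty in the contig tables.

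Few UMIs widen the interval of a ratio, which for Ctla4 ran from 0.897 to 3.28 in re-derived cluster 6, with 20 UMIs in WT. Depth also limits the share of cells with a UMI, which thinning lowers in every group.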

Differences from the paper's values

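In this part, the draw of equal numbers of clonotypes is the test that was chosen only after the results were seen.

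The paper gives 9.1% of WT CD8+ TILs in C2, and re-derived cluster 1, taken as the closest, held 14.9%. It was matched by its levels of Tcf7, Pdcd1, Lag3, Tox and Havcr2. Its leading genes include heat shock genes such as Hspa1a, 1 fixed marker of progenitor exhausted cells and none of terminally exhausted cells. The match is therefore uncertain. The re-derived clusters are rebuilt from the counts and their borders need not be those of the paper. Under each of the alternatives set before the data were examined, the share stayed more than 1.5 times the paper's, namely without integration, at resolutions giving 8 or 14 clusters, with receptor genes kept, with doublets removed and without the largest clonotype of each library. The clustering without the genes that differ and the removal of the largest clonotype of each library or of WT alone with the clusters kept, added later, did not close the gap either. Under 10% mitochondrial UMIs no CD8-like cell is removed, so that this setting is no test of the gap. With all cells, the rise in VISTA-KO has the direction the paper gives. It depends on the largest clonotypes, since it was 0.895 points (-0.860 to 2.65) without that of WT, and turned to -1.52 points (-3.26 to 0.23) without that of each library, clusters kept.

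For receptor reads, the paper gives 117000 in WT and 52000 in VISTA-KO, while the reads of the contigs sum to 47797975 and 29695505. No alternative applies to this sum. The unit of the paper's numbers is not clear, since both are below the 184369 and 192056 UMIs of the contigs. The numbers of barcodes and the median numbers of genes match the paper's.

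The inverse Simpson index by subset differs in size from Figure 6E. For C0 the figure gives about 15 in WT and about 34 in VISTA-KO in Fig. 6E, read by eye, and re-derived cluster 0 had 3.64 and 197. For C1 it gives about 48 and about 56 in Fig. 6E, read by eye, and re-derived cluster 2 had 178 and 282. For C2 in WT it gives about 14 in Fig. 6E, read by eye, and re-derived cluster 1 had 7.98. Under the alternatives set before the data were examined, namely amino acid clonotypes, the beta chain only, at least 1 chain, the cells' own UMIs, doublets removed, without the largest or the 3 largest clonotypes, and all cells of each library, none of these 5 values came within 1.5 times the figure's. Drawing 66 clonotypes per cluster, each with all its cells, a setting chosen after the values were seen, gave 14.2 and 31.4 in re-derived cluster 0, 41.7 and 50.1 in re-derived cluster 2, and 13.4 in re-derived cluster 1 in WT, all within 1.5 times the figure's values. The number 66 was itself read by eye from bars of Fig. 6E, and an index over 66 clonotypes cannot exceed it. The match is therefore no independent check of how the figure was made. These draws varied widely, from 1.36 to 32.2 in re-derived cluster 0 in WT. With 66 drawn, re-derived cluster 1 did not differ between the libraries, with 13.4 in both. With 38 clonotypes drawn, VISTA-KO had 19.7 in re-derived cluster 0, and re-derived cluster 2 had 26.1 and 30.0, which are not within 1.5 times the figure's values, so that the match depends on the number drawn.

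The paper states that clonotype overlap is lower in VISTA-KO for all pairs of subsets. It was lower in 30 of 45 pairs of re-derived clusters, and higher beyond the range of draws in 4. In 5 pairs, all with re-derived cluster 5, no clonotype was shared in either library, so that the coefficient had no room to be lower. It states that diversity is higher in VISTA-KO. The inverse Simpson index was higher in 8 of 10 re-derived clusters as given, and lower in the dividing re-derived clusters 3 and 8, while Fig. 6E also draws 1 proliferating subset lower in VISTA-KO. It was higher in 9 of 10 without the largest clonotype of each library, and re-derived cluster 3 was then higher in VISTA-KO at equal numbers of cells (28.8 and 33.1). The number of clonotypes was higher in 10 of 10 as given, as the paper states, and in 9 of 10 at equal numbers of cells.

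The paper places the highest clonotype overlap among its Tpex subsets in both genotypes. Among the re-derived clusters the highest pairs were 4 and 8 in WT, and 1 and 8 and 3 and 8 in VISTA-KO. The pair of 0 and 7 came among the highest 5 in both, while the pairs of 9 with 0 and 7 did not. The match of re-derived clusters 0, 7 and 9 to the Tpex subsets is uncertain, since the leading genes of 7 are interferon-stimulated and 9 held 421 CPM of Ccr7, which the paper describes as lost in Tpex subsets.

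The paper reports Itgae in a subset it names Trm. No re-derived cluster of CD8-like cells held more than 34.9 CPM, and re-derived cluster 6, which has little Ccr7, held 1.09 CPM. The CD8-like cells of WT number 4848, against 5861 CD8+ TILs in the paper. Unnamed clusters with many Cd8a UMIs were left out. Without thinning, their Itgae shares ran from 1.27% (led by Mki67 and Bend4) to 19.5% (1 led by Klra7), apart from the small one led by C1qc. The share in CD8-like cells was 4.79%, and a subset lost to this selection is not excluded.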

Other observations

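Of the tests in this part, those of 1 expanded clonotype behind the inverse Simpson index, of regulatory T cells behind Ctla4, and of the mix of sexes were planned. The tests of the shares of re-derived clusters 0 and 2, of Trbv12-2 and of Itgae were chosen only after the results were seen.

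The lower share of re-derived cluster 0 in VISTA-KO is in line with the expansion of 1 WT clonotype. Without that clonotype, with the clusters kept, the share of re-derived cluster 0 was 2.77 percentage points (0.783 to 4.76) higher in VISTA-KO instead of lower, and 4.02 points higher when the largest VISTA-KO clonotype was left out as well. The largest WT clonotype placed 782 of its cells in re-derived cluster 0, whereas 51.5% of the largest VISTA-KO clonotype lay in re-derived cluster 1 and 11.7% in re-derived cluster 0. Which mouse the WT clonotype came from is not known, so that an expansion in 1 animal and a property of WT tumors stay open. The higher share of re-derived cluster 2 in VISTA-KO was 4.84 percentage points with all cells and 2.06 (0.414 to 3.71) without the largest WT clonotype, which argues against this clonotype as the whole cause and leaves it as part of it. Differences between the pools that are not due to genotype stay open for it.

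A higher clonotype diversity in VISTA-KO would vanish if 1 expanded clonotype, possibly of 1 mouse, were the whole cause. Without the largest clonotype of each library the ratio of the inverse Simpson index was 3.31, so that this explanation covers part of the ratio of 6.50 and not all of it. The number of mice behind each pool stays open, since 5 to 6 mice were pooled and the share of cells from each is not known.

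The receptor genes Trbv12-2 and Trav10n were lower in VISTA-KO, with log2 ratios of -2.28 and -3.58 in CD8-like cells. In cells of other clonotypes Trbv12-2 was at 1.19 and Trav10n at 0.90, in line with the largest WT clonotype as the source of the difference. In CD8-like cells without a clonotype, Trbv12-2 was at 368 CPM in WT and 112 CPM in VISTA-KO, and part of these cells may belong to the same clonotype.

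Regulatory T cells among the cells taken as CD8+ could raise Ctla4, because they hold more of it (889 CPM in WT and 1129 CPM in VISTA-KO). In CD8-like cells with Cd8a or Cd8b1 UMIs and without Cd4 or Foxp3 UMIs, Ctla4 was at 150 CPM in WT and 235 CPM in VISTA-KO, a ratio of 1.57 (1.51 to 1.63), which argues against them as the cause. Ctla4 was also higher in VISTA-KO in regulatory T-like cells, at a ratio of 1.27, and was level in CD4-like cells, at 0.983 (0.917 to 1.05). Re-derived clusters 0 and 1 alone did not set the difference, since the ratio was above 1 in all 10 re-derived clusters, although the intervals of 3 of them included 1 and the shares of cells with Ctla4 in re-derived clusters 5 and 6 lay near those of the cells led by Siglech. A higher Ctla4 level with loss of VISTA stays open as a hypothesis that 1 library per genotype cannot settle.

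A different mix of sexes in the pools could also make genes differ. Xist was found in 38.5% (37.1 to 39.9) of WT and 39.7% (38.2 to 41.3) of VISTA-KO CD8-like cells thinned to 2000 UMIs, a difference of 1.22 percentage points. By level, Xist was at 278 CPM in WT and 302 CPM in VISTA-KO, a ratio of 1.09 (1.05 to 1.12), so that its share is alike within counting error and its level is not. The share argues against a different mix of sexes as the cause, and so does the near absence of Y-linked UMIs in both libraries. Without thinning, 0 of 4848 WT cells had a UMI of a Y-linked gene, and 1 of 3929 VISTA-KO cells had one. With a floor of 3 cells, which is not an exact interval, a WT share of cells with a UMI under 0.0619% could be missed. This limits cells with a UMI and not cells that express the gene.

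Itgae in cells with Cd8 UMIs might come from regulatory T cells that hold Cd8 UMIs. Of the 771 cells with Itgae and Cd8a or Cd8b1 UMIs and no Cd4 UMI, 183 lay in regulatory T-like clusters, 23.7% (20.8 to 26.9). This is above their share among all 9899 cells with such Cd8 UMIs, 3.68%, but is too small for them to be the main source.

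Other genes named by the paper moved as follows in CD8-like cells, as log2 ratios of VISTA-KO over WT. Effector genes went apart, with 0.79 for Gzmb, 0.62 for Tnf, 0.44 for Ifng, -0.08 for Prf1 and -0.82 for Gzma. Pdcd1 was at -0.20, Tox at -0.24, Tigit at -0.13, Havcr2 at 0.33 and Nr4a2 at 0.64. Among memory genes, Ccr7 was at 0.61 and Il7r at 0.48. The heat shock list was at 0.19 in re-derived cluster 0, -0.03 in re-derived cluster 1 and -0.11 in re-derived cluster 2. In non-T cells, Tsc22d3 was at -1.19 and Wdfy1, which was lower in CD8-like cells, was at 0.56. The mTORC1 list was at 0.39 and the TNF and NF-κB list at -0.30 in non-T cells, and the interferon list was at 0.31 in regulatory T-like cells.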
